# A novel microglial subset plays a key role in myelinogenesis in developing brain

**DOI:** 10.15252/embj.201696056

**Published:** 2017-09-28

**Authors:** Agnieszka Wlodarczyk, Inge R Holtman, Martin Krueger, Nir Yogev, Julia Bruttger, Reza Khorooshi, Anouk Benmamar‐Badel, Jelkje J de Boer‐Bergsma, Nellie A Martin, Khalad Karram, Isabella Kramer, Erik WGM Boddeke, Ari Waisman, Bart JL Eggen, Trevor Owens

**Keywords:** CD11c, IGF1, microglia, myelinogenesis, Immunology, Neuroscience

## Abstract

Microglia are resident macrophages of the central nervous system that contribute to homeostasis and neuroinflammation. Although known to play an important role in brain development, their exact function has not been fully described. Here, we show that in contrast to healthy adult and inflammation‐activated cells, neonatal microglia show a unique myelinogenic and neurogenic phenotype. A CD11c^+^ microglial subset that predominates in primary myelinating areas of the developing brain expresses genes for neuronal and glial survival, migration, and differentiation. These cells are the major source of insulin‐like growth factor 1, and its selective depletion from CD11c^+^ microglia leads to impairment of primary myelination. CD11c‐targeted toxin regimens induced a selective transcriptional response in neonates, distinct from adult microglia. CD11c^+^ microglia are also found in clusters of repopulating microglia after experimental ablation and in neuroinflammation in adult mice, but despite some similarities, they do not recapitulate neonatal microglial characteristics. We therefore identify a unique phenotype of neonatal microglia that deliver signals necessary for myelination and neurogenesis.

## Introduction

Microglia are resident myeloid cells of the central nervous system (CNS) that originate from yolk sac precursors and colonize the brain very early during embryonic life (Ginhoux *et al*, 2010; Schulz *et al*, 2012; Kierdorf *et al*, 2013). They are autonomously maintained through proliferation (Askew *et al*, 2017) and are not replaced from blood‐derived precursors during the lifetime of the host, at least under normal circumstances (reviewed in Ginhoux *et al*, 2013; Prinz & Priller, 2014). The role of microglia has traditionally been studied in the context of immune responses in the diseased CNS, and they have been implicated in neuroinflammatory and neurodegenerative diseases. Although their importance in homeostasis and brain development is recognized (Biber *et al*, 2014; Matcovitch‐Natan *et al*, 2016), their exact role in these processes remains incompletely defined. Evidence supporting the view that microglia are crucial players in neurodevelopment includes that mice lacking the CSF1R receptor for CSF1 or IL34, which is critical for microglia maintenance, show abnormal brain development (Elmore *et al*, 2014). Moreover, they are involved in synaptic pruning (Paolicelli *et al*, 2011; Schafer *et al*, 2012; Kettenmann *et al*, 2013; Zhan *et al*, 2014), they modulate axonal outgrowth and cortical interneuron positioning (Squarzoni *et al*, 2014), and they support survival of layer V cortical neurons during postnatal development by producing neuroprotective insulin‐like growth factor 1 (IGF1) (Ueno *et al*, 2013). IGF1 has also been shown to be essential for primary myelination, but the microglial contribution to this process is relatively unstudied.

In many neuroinflammatory (Wlodarczyk *et al*, 2014, 2015) and degenerative (Butovsky *et al*, 2006) conditions, a normally rare subpopulation of microglia that expresses the integrin complement receptor CD11c increases in proportion and number. We have previously shown in an animal model for multiple sclerosis, experimental autoimmune encephalomyelitis (EAE), that while CD11c^+^ microglia are effective antigen‐presenting cells for T‐cell proliferation, they are a poor source of pro‐inflammatory cytokines (Wlodarczyk *et al*, 2014) and that they differ from infiltrating DC and CD11c^−^ microglia with respect to expression of many genes (Wlodarczyk *et al*, 2015). Interestingly, we showed that CD11c^+^ microglia uniquely express *Igf1* during EAE (Wlodarczyk *et al*, 2015), suggesting that they may be neuroprotective.

Here, we show that neonatal microglia differ dramatically in their gene expression profile from microglia in healthy adults and mice with EAE, showing a neurogenic signature. CD11c^+^ microglia greatly expand during postnatal development (PN3‐5) and then dramatically contract as mice age to adulthood. They express a characteristic neurosupportive gene profile, equipping them to play a fundamental role in the developing CNS. Moreover, they are appropriately located for delivery of signals necessary for neuronal development and primary myelination. Importantly, we show that *Igf1* deficiency in CD11c^+^ microglia leads to an impairment in primary myelination. Three separate CD11c‐targeted toxin regimens all resulted in a similar selective transcriptional outcome in neonatal mice, with a response distinct from that of adult microglia. Furthermore, whereas CD11c^+^ microglia are among the cells that repopulate the adult brain after microglial ablation, they do not show myelinogenic or neurogenic signatures. Thus, we identify neonatal microglia, and especially the CD11c^+^ subset, as key tissue macrophages for CNS development.

## Results

### CD11c^+^ microglia emerge during postnatal development

During neuroinflammation, CD11c^+^ microglia are the major source of *Igf1* (Wlodarczyk *et al*, 2015), a gene critical for neurodevelopment, myelination, and neurogenesis. Thus, we asked whether this microglial subset is present during postnatal development. Mononuclear cells were isolated from perfused brains from PN2, PN3, PN7, PN28, and adult (8–12 weeks old) B6 and CCR2^rfp/+^ mice and analyzed by flow cytometry for CD11c expression. Microglia are defined by a lower level of cell surface CD45 than blood‐derived leukocytes, expression of fractalkine receptor CX3CR1, and lack of CCR2 chemokine receptor (Mizutani *et al*, 2012). We used relative CD45 levels (Remington *et al*, 2007) and CCR2 expression to discriminate between blood‐derived leukocytes (CD45^high^ CCR2^+^) and resident microglia (CD45^dim^CCR2^−^). There were very few CD45^high^ CD11c^+^ cells (0.2% live gate) in brain isolates at indicated time points. Nevertheless, nearly 85% of them were CCR2‐positive (Fig 1A). In contrast, more than 99% of CD45^dim^ CD11b^+^ CD11c^+^ cells (microglia) were CCR2‐negative (Fig 1A). The proportion of CD11c^+^ microglia, as a percentage of total microglia, increased significantly from PN2 (12%) to PN3 (17%) and then sharply decreased by PN7 (8%), falling to < 3% in young (PN28) and adult animals (Fig 1B). Absolute numbers of CD11c^+^ microglia significantly increased from PN2 to PN3‐5. After PN5, the numbers of CD11c^+^ microglia dramatically decreased, reaching only 50 and 10% of PN3‐5 levels at PN7 and PN28, respectively (Fig 1C). Numbers of CD11c^–^ microglia were also elevated in neonatal CNS, increasing from PN2 to PN3. However, unlike CD11c^+^ microglia, their numbers were stable from PN3 throughout adulthood (Fig 1D). Immunofluorescent stainings of perfused PN4‐5 B6 and CX3CR1^GFP/+^ murine brains showed that CD11c^+^ microglia cells were not homogenously distributed throughout the brain, but localized mainly in the corpus callosum and cerebellar white matter, in contrast to other areas of the brain where they were virtually absent (Fig 1E–G). All of the CD11c‐positive cells co‐stained with the microglial marker IBA1 (Fig 1H) and co‐localized with CX3CR1 (Fig 1I). Importantly, laminin staining revealed that they were localized in the brain parenchyma and not in blood vessels or in the perivascular space (Fig 1J).

**Figure 1:**
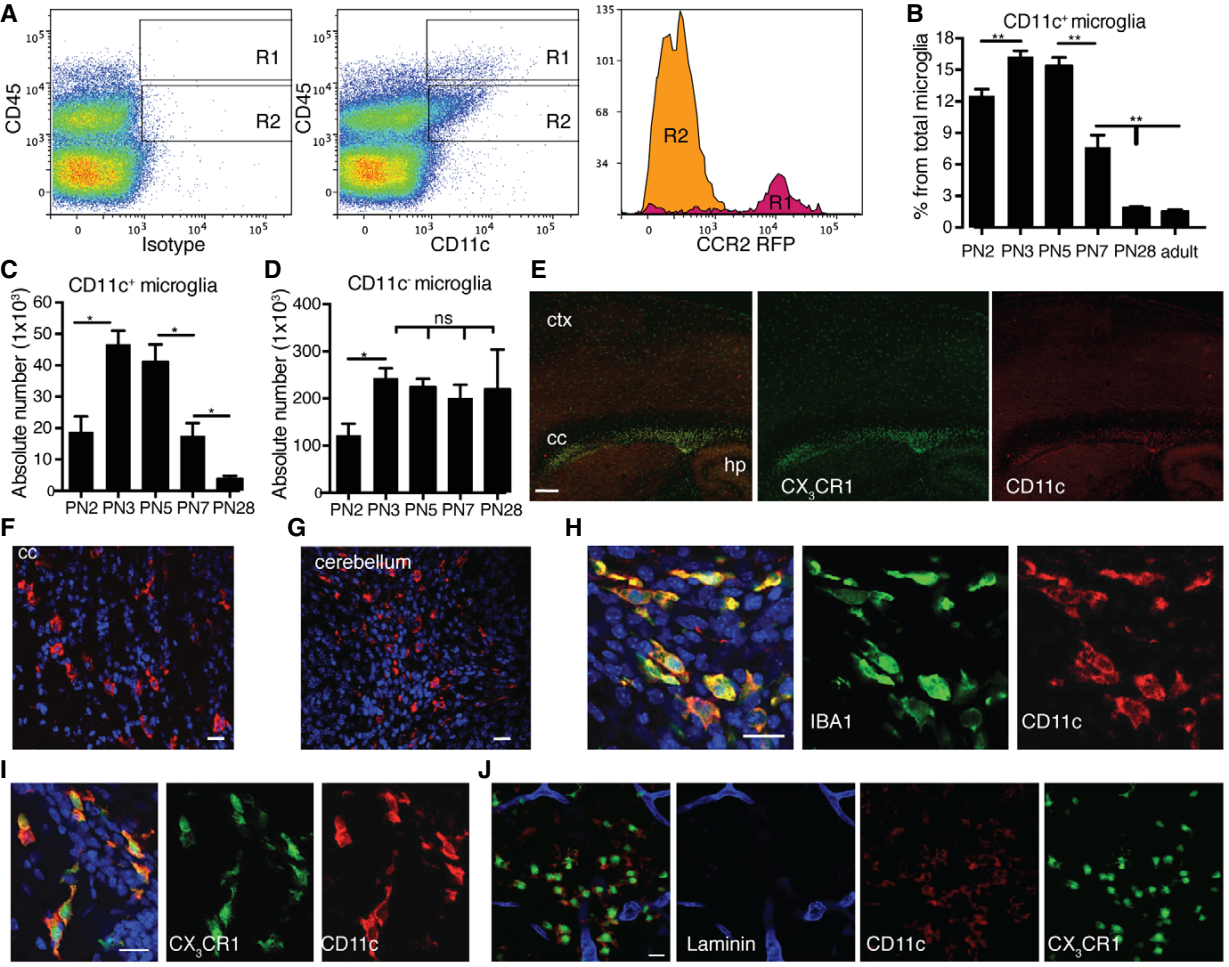
CD11c^+^ microglia emerge during postnatal neurodevelopment ARepresentative flow cytometry profiles of five individual brain suspensions prepared from PN5 mice showing RFP expression driven by *Ccr2* promoter on CD45^high^CD11c^+^ cells (R1) and lack of expression on CD45^low^CD11c^+^ microglia (R2).B–DFlow cytometry analysis showing CD11c^+^ microglia presented as a percentage from total microglia (B), absolute numbers of CD11c^+^ microglia (C), and CD11c^−^ microglia (D) at different time points PN2 (*n* = 4), PN3 (*n* = 6), PN5 (*n* = 6), PN7 (*n* = 6), PN28 (*n* = 9), and adult mouse brain (*n* = 16).ERepresentative low‐power micrographs showing patches of CD11c‐stained cells (red) co‐localizing with GFP driven by *Cx3cr1* promoter (green) in corpus callosum (cc) and single CX3CR1‐positive cells in cortex (ctx) and hippocampus (hp) in PN4‐5 brains (*n* = 3). Scale bar = 200 μm.F–IRepresentative confocal microscopic micrographs showing CD11c‐stained cells (red) in corpus callosum (F) and cerebellum (G) as well as co‐localization of CD11c marker (red) and IBA1 (green) (H) or CX3CR1 (green) (I) in PN4‐5 brains (*n* = 3). Scale bars = 15 μm.JConfocal microscopic analysis of two individual brains showing CD11c (red), CX3CR1 (green) double‐positive cells localized in the parenchyma, outside of the laminin‐stained blood vessels (blue) (*n* = 2). Scale bar = 15 μm.Data information: Data are based on three experimental repeats. Data are presented as means ± SEM; each *n* represents an individual mouse. *P*‐values were determined by two‐tailed Mann‐Whitney *U*‐test. ns, not significant; *P <* *0.05; **P <* *0.01.

### Neonatal CD11c^+^ microglia are a critical source of IGF1 for primary myelination

Next, we were interested whether CD11c^+^ microglia, so abundant in areas of primary myelination, are a source of *Igf1* that is critical for this process. We compared levels of *Igf1* expression in MACS‐sorted neurons, astrocytes, oligodendrocyte precursor cells (OPCs), and CD11b^+^ cells (which include mostly microglia) from unperfused PN4‐7 brains. Although all cell populations expressed detectable levels of *Igf1*, CD11b^+^ cells showed at least eightfold higher expression of this gene (Fig 2A). *Igf1* transcripts were further compared in CD11c^+^ and CD11c^−^ microglial populations. CD11c^+^ microglia expressed significantly higher levels of *Igf1* (sevenfold) than their CD11c^−^ counterparts (Fig 2B).

**Figure 2:**
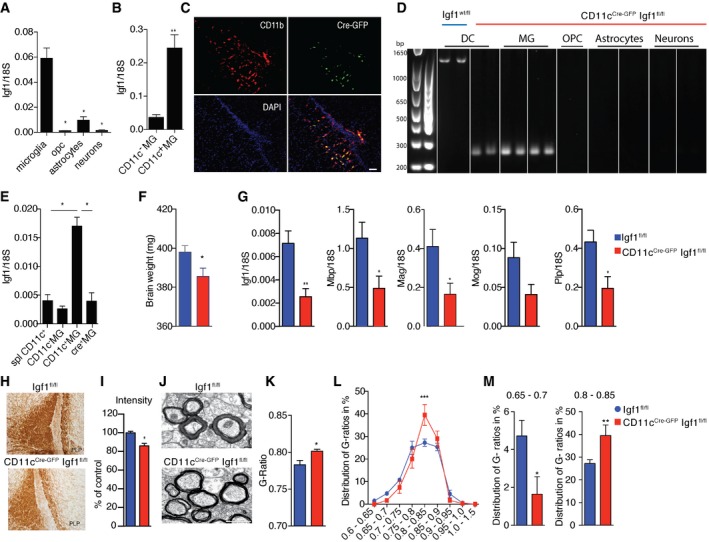
Neonatal CD11c^+^ microglia are a major source of myelinogenic *Igf1* A, BExpression of *Igf1* relative to 18S rRNA in MACS‐sorted microglia, OPC, astrocytes and neurons (*n* = 4) (A) as well as FACS‐sorted CD11c^+^ and CD11c^−^ microglia (*n* = 6) (B) from brains of PN4‐7 mice.CRepresentative micrographs showing patches of Cre‐GFP, CD11b double‐positive cells in corpus callosum from PN4‐5 CD11c ^Cre‐GFP^ Igf1^fl/fl^ brains (*n* = 3), Scale bar = 50 μm.DGenomic PCR analysis of Cre recombination in MACS‐sorted splenic dendritic cells (DC) from Igf1^wt/fl^ and microglia, OPC, astrocytes, and neurons from CD11c^Cre‐GFP^ Igf1^fl/fl^. Wild‐type *Igf1* gene is detected as an ˜1‐kb band; Cre‐induced recombination is detected as an ˜0.2‐kb band, while the Igf1/flox locus cannot be amplified under the assay condition (Liu *et al*, 1998).EExpression of *Igf1* relative to 18S rRNA in FACS‐sorted splenic CD11c^+^ cells (*n* = 5), CD11c^+^ microglia (*n* = 5), and CD11c^−^ microglia (*n* = 5) from Igf1^fl/fl^ mice and Cre^+^ microglia (*n* = 4, each *n* represents a pool of 2 brains) from CD11c^Cre‐GFP^ Igf1^fl/fl^ mice.FBar graph showing weights of brains from PN21 Igf1^fl/fl^ (blue) (*n* = 8) and CD11c^Cre‐GFP^ Igf1^fl/fl^ (red) (*n* = 4) mice.GExpression of *Igf1*,* Mog*,* Plp*, and *Mbp* relative to 18S rRNA in brain tissue from PN21 CD11c^Cre‐GFP^ Igf1^fl/fl^ and Igf1^fl/fl^ mice (F) *n* = 6.H, IRepresentative micrographs (H) and quantification of PLP staining intensity (I) in corpus callosum of CD11c^Cre‐GFP^ Igf1^fl/fl^ (red) (*n* = 4) and Igf1^fl/fl^ (blue) (*n* = 6) PN21 brains.J–MRepresentative electron microscopy micrographs (J), mean G‐ratios (K), and distribution of G‐ratios (L, M) in corpus callosum from Igf1^fl/fl^ (blue) (*n* = 8) and CD11c CD11c^Cre‐GFP^ Igf1^fl/fl^ (red) (*n* = 6) PN21 brains. Scale bar = 1 μm.Data information: Data are based on at least two experimental repeats. Data are presented as means ± SEM; each *n* represents an individual mouse. *P*‐values were determined by two‐tailed Mann‐Whitney *U*‐test (A, B, E, G, I), Welch's *t*‐test (F, K, M) (distribution was normal) or two‐way ANOVA with Sidak's multiple comparisons test (L) (variances were similar, and distribution was normal); ns, not significant; *P <* *0.05; **P <* *0.01; ***P <* *0.001.Source data are available online for this figure.

To confirm the importance of CD11c^+^ microglia‐derived IGF1 on primary myelination, we used a CD11c‐Cre‐GFP driver to delete the *Igf1 gene* specifically in CD11c^+^ cells. In line with data presented in Fig 1, Cre‐GFP positive cells were localized mainly in corpus callosum (Fig 2C) and cerebellum. We confirmed that all of these cells co‐stained with CD11b (Fig 2C). PCR analysis of genomic DNA in sorted OPC, astrocytes, neurons, and microglia from CD11c^Cre‐GFP^ Igf1^fl/fl^ PN7 mice revealed Cre‐induced recombination only in microglia (Fig 2D). We additionally showed lack of recombination in astrocytes from PN21 CD11c^Cre‐GFP^ Igf1^fl/fl^ mice, and we showed recombination in microglia but not in neurons, OPC, or astrocytes from PN7 CD11c^Cre‐GFP^ Igf1^fl/WT^ heterozygous mice (Fig EV1). This is in line with results from Goldmann *et al* (2013), who showed that in a CD11c^Cre^: Rosa EYFP reporter mouse EYFP was exclusively expressed by Iba1 + microglia in CNS parenchyma and that there was no ectopic expression outside the myeloid lineage in these mice. Flow cytometry analysis showed that CD11c^+^ but not CD11c^−^ microglia or CD45 negative cells were Cre‐GFP positive (not shown). *Igf1* expression was significantly reduced in sorted Cre^+^ CD11c^+^ microglia, reaching levels of CD11c^−^ microglia and splenic CD11c^+^ cells (Fig 2E). Even though the efficiency of Cre recombination in CD11c^+^ microglia was only close to 40% (Fig 2D), we observed lower brain weight (Fig 2F), significant decrease in *Igf1*,* Plp, Mag*, and *Mbp*, and slight downregulation of *Mog* gene expression (Fig 2G) in PN21 CD11c^Cre‐GFP^ Igf1^fl/fl^ brains in comparison with *Igf1*‐intact Igf1^fl/fl^ littermate controls. This was accompanied by less intense PLP staining (Fig 2H) and significantly higher myelin *G*‐ratio (Fig 2I–K) in corpus callosum. Conversely, we observed higher representation of less myelinated fibers (*G*‐ratio 0.8–0.85) and significantly less frequent sufficiently myelinated axons (*G*‐ratio = 0.65–0.7) in corpus callosum of CD11c^Cre‐GFP^ Igf1^fl/fl^ than in littermate controls (Fig 2L and M). Altogether, our data point to an important role for IGF1‐producing CD11c^+^ microglia in primary myelination.

**Figure EV1:**
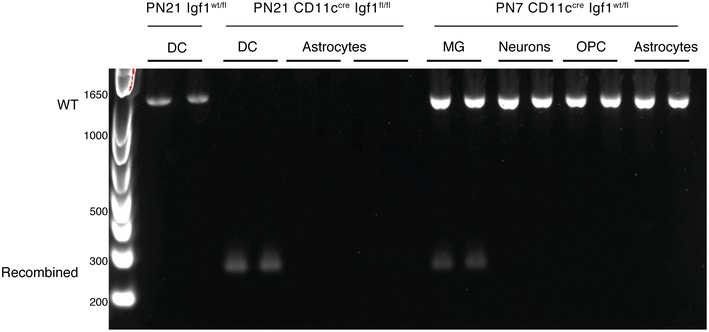
Cre recombination in microglia Genomic PCR analysis of Cre recombination in MACS‐sorted splenic dendritic cells (DC) from PN21 Igf1^wt/fl^; DC, astrocytes from PN21 CD11c^Cre‐GFP^ Igf1^fl/fl^ (homozygous) as well as microglia, neurons, OPC, and astrocytes from CD11c^Cre‐GFP^ Igf1^wt/fl^ (heterozygous). Wild‐type *Igf1* gene is detected as an ~1‐kb band; Cre‐induced recombination is detected as an ~0.2‐kb band, while the Igf1/flox locus cannot be amplified under the assay condition (Liu *et al*, 1998).

### Distinct gene signatures in microglia subsets during development and EAE

We have previously shown that numbers and proportions of CD11c^+^ microglia dramatically increase during EAE, and the data suggested that they might play a protective role during the disease (Wlodarczyk *et al*, 2014, 2015). 

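Gene counts of 17 RNA sequencing libraries of sorted mouse microglia were analysed, each library made from a pool of mice. There were 4 libraries of neonatal CD11c+ and 4 of neonatal CD11c− microglia, 3 of CD11c+ and 3 of CD11c− microglia from mice with experimental autoimmune encephalomyelitis (EAE, an immune-mediated inflammation of the central nervous system), and 3 of microglia from untreated adult mice. CD11c, an integrin subunit encoded by Itgax, was stained at the cell surface to sort the subsets. The authors aligned the reads with STAR to the GRCm38 mouse genome and counted them per gene with HTSeq 0.5.4, which left raw counts per Ensembl gene ID. Counted reads per library were 7500815 to 9246061 (median 8520053) in adult, 5115489 to 8159122 (median 5826014) in neonatal CD11c−, 6373937 to 9294738 (median 8581368) in neonatal CD11c+, 7620111 to 10436066 (median 9307853) in EAE CD11c− and 5966800 to 8094802 (median 7457227) in EAE CD11c+ microglia. The paper gives 6 to 11 M uniquely aligned reads per sample, and the values here use the counted totals. From these counts, 13060 genes with a CPM (counts scaled to 1 M per library) of at least 1 in at least 3 libraries were tested with edgeR's quasi-likelihood test in a single model of the 5 groups. Library sizes were scaled with TMM factors, and levels are means ± SD of the scaled CPM. A gene counts as called at a Benjamini-Hochberg adjusted p of 0.01 or less and a log2 fold change of 1 or more in size, while a single gene or list member is said to rise or fall at that p with any fold. The floor of 3 counts lies between 0.2875 and 0.5865 CPM, and this floor and all intervals cover counting error and variation between libraries, not losses in sorting. No paired test was run, because the labels do not link the libraries of a sort. EAE CD11c+ library 1 (2.23% mitochondrial counts, median correlation with its group 0.972) and neonatal CD11c− library 17 (5.103% and 0.9701) stand apart from their groups, so the counts were also run without them, a choice made after seeing the data. Neonatal CD11c+ library 16 stands apart as well, at a mean distance of 2.015 log2 units from the others of its group, which have 1.421 to 1.534, and a median correlation of 0.9848 against 0.9937 or more; like each library it was left out in turn.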

To assess whether microglial subsets from developing CNS and mice with symptomatic EAE are similar, we compared transcriptomes of sorted CD11c^+^ and CD11c^−^ microglia from PN4‐6 CNS and symptomatic EAE (grades 3‐5) as well as of total naïve adult microglia (Dataset EV1). Microglial markers (*Aif1, Itgam, Cx3cr1, Csf1r*) and signature genes (Butovsky *et al*, 2014; Bennett *et al*, 2016) (*Spi1, Irf8, Olfml3, Hexb, Fcrls, Tgfbr1, P2ry12, Siglech, Tmem119*) were similarly expressed in both CD11c^+^ and CD11c^−^ neonatal and EAE microglia populations as in adult microglia (not shown). 

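Cx3cr1, which encodes the fractalkine receptor, had 7485 ± 346 CPM (SD, n = 3) in adult microglia and fell in all 4 other groups, to 5639 ± 607 in neonatal CD11c− and 4659 ± 432 in neonatal CD11c+ (n = 4 each) and to 4582 ± 254 in EAE CD11c− and 3294 ± 9.66 in EAE CD11c+ microglia (n = 3 each). Spi1, the gene of the myeloid transcription factor PU.1, had 320.0 ± 16.3 CPM in adult microglia and 308 ± 45.6, 325 ± 30.2, 304 ± 17.2 and 282 ± 35.2 in the same order of groups, with no change past the test. Tmem119, a marker of mature microglia, fell from 2579 ± 190.3 CPM in adult to 793 ± 178 in neonatal CD11c− and 366 ± 44.2 in neonatal CD11c+ microglia (log2 fold changes -1.70 (SE 0.19) and -2.82 (SE 0.20)), and to 1394 ± 431 in EAE CD11c+ microglia (-0.89 (SE 0.21)). Tgfbr1, a receptor of TGF-beta, fell in the 4 groups by log2 fold changes of -1.06, -1.43, -0.98 and -1.27. All 13 genes were expressed in each group, the lowest group mean being 139.5 ± 18.9 CPM for Aif1 in neonatal CD11c− microglia. Of the 4 markers, 1, 2, 1 and 2 fell in neonatal CD11c−, neonatal CD11c+, EAE CD11c− and EAE CD11c+ microglia relative to adult microglia (1, 3, 1 and 2 when adjusted over the list alone), and 0, 0, 1 and 2 rose (0, 0, 2 and 2), which were Itgam in both EAE groups and Aif1 in the CD11c+ group. Of the 9 signature genes, 5, 5, 4 and 5 fell (6, 6, 4 and 5 over the list alone), and Fcrls rose in neonatal CD11c+ microglia (0.60, SE 0.17) while it fell in both EAE groups. P2ry12 fell in 3 of the groups, and in neonatal CD11c− microglia its log2 fold change of 0.03 rests on library 17, with 8655 CPM. Without libraries 1 and 17 it was -0.41.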

CD11c^+^ microglia from neonates and mice with EAE strongly upregulated *Itgax* expression, confirming high purity of sorted cells and validating the RNA‐seq assay (not shown). Moreover, we identified 20 genes (*Itgax, Gpnmb, Spp1, Igf1, Colec12, Ccl5, Ak4, Lox, Mmp12, Cpeb1, Ntn1, Clec7a, Saa3, Ahnak2, Fabp5, Hpse, Gm26902, Cspg4, Fam20c,* and *Stra6 l*) that were associated with the CD11c^+^ microglia population.

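Itgax (ENSMUSG00000030789, chromosome 7, 128129547 to 128150657 on GRCm38), which encodes the integrin CD11c, had 353 ± 68.5 CPM (SD, n = 4) in neonatal CD11c+ microglia against 9.48 ± 1.55 in neonatal CD11c− microglia (n = 4), a log2 fold change of 5.20 (SE 0.19). In EAE it had 385 ± 64.9 CPM (SD, n = 3) in CD11c+ against 72.1 ± 13.0 in CD11c− microglia (n = 3), a log2 fold change of 2.42 (SE 0.18). The adult level lay between the CD11c− groups, at 31.3 ± 0.780 CPM (n = 3): relative to it, Itgax was lower in neonatal CD11c− microglia (log2 fold change -1.71 (SE 0.18)) and higher in EAE CD11c− microglia (1.20 (SE 0.18)). No library of a CD11c+ group overlapped a library of the CD11c− group of the same condition. The adjusted p of edgeR's quasi-likelihood test was 7.1e-12 in neonates and 3.4e-07 in EAE. The difference between both subset effects, tested as an interaction, was 2.79 log2 units (SE 0.24, adjusted p = 5.0e-06 in the same edgeR quasi-likelihood test), and the CD11c+ groups themselves differed by -0.13 (SE 0.16). The cells were sorted on the protein of this gene, so the difference in its transcript follows from the gate.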

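Gpnmb, a transmembrane glycoprotein of phagocytic cells, had 373 ± 67.9 CPM (SD, n = 4) in neonatal CD11c+ and 5.71 ± 2.18 in neonatal CD11c− microglia, and 49.2 ± 23.3 CPM (SD, n = 3) in EAE CD11c+ and 1.66 ± 0.752 in EAE CD11c− microglia. Its log2 fold changes between CD11c+ and CD11c− cells were 6.07 (SE 0.32) in neonates and 4.85 (SE 0.40) in EAE. The scavenger receptor gene Colec12 rose by 4.41 (SE 0.28) and 3.46 (SE 0.41), and Clec7a, which encodes the fungal sensor dectin-1, by 3.24 (SE 0.22) and 2.39 (SE 0.23). Saa3, an acute-phase serum amyloid gene, had 0 counts in all neonatal CD11c− libraries (floor 0.3677 to 0.5865 CPM) and 1.59 ± 1.31 CPM in neonatal CD11c+ microglia, and rose from 4.00 ± 0.996 to 20.3 ± 5.30 CPM in EAE. Of the 20 genes, 14 were higher in CD11c+ than in CD11c− microglia in both conditions at an adjusted p of 0.01 or less and a log2 fold change of at least 2, in edgeR's quasi-likelihood test. The other 6 (Ccl5, Ak4, Mmp12, Ntn1, Gm26902 and Stra6l) passed the fold threshold in both conditions but not the p threshold, with adjusted p up to 0.0515. Their CD11c− means lay near or under the floor in neonates or in EAE, so levels are given. In neonates their means were 0.0387 to 0.764 CPM in CD11c− and 0.539 to 5.14 CPM in CD11c+ microglia. In EAE they were 0.109 to 7.80 CPM in CD11c− and 1.23 to 72.7 CPM in CD11c+ microglia. Over all genes, 17 of the 20 rose in neonates and 15 in EAE, and 20 and 20 when adjusted over the list alone. The study chose this list on these samples, so it is not independent evidence. Part of the paper's fold changes had been seen before the floor of 2 log2 units was fixed, and all 20 genes pass it. How far the shared set matches the list is therefore not independent evidence either. The 14 genes were all that lay both among the 166 genes past these thresholds in neonates and among the 37 in EAE, where 0.470 would be shared if the sets were independent. Beside them, 7 of 8 markers of border macrophages rose in neonatal CD11c+ against neonatal CD11c− microglia (F13a1, a coagulation factor gene, 4.08 (SE 0.38)), and 9 of 9 neutrophil markers fell in EAE CD11c+ against EAE CD11c− microglia (S100a9, a calcium-binding protein gene, -7.37 (SE 0.73)); all 7 and 9 also pass over their list alone. In a fit of only the groups compared the set held 10 genes.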

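Distances between the 17 libraries were computed over the 500 genes that differ most between each pair, as root mean square log2 fold changes. Libraries of the same group were 1.32 (adult), 2.02 (neonatal CD11c−), 1.62 (neonatal CD11c+), 1.37 (EAE CD11c−) and 1.74 (EAE CD11c+) apart on average. The CD11c+ and CD11c− groups of neonates were 2.73 apart (2.34 to 2.99) and those of EAE 2.94 (2.56 to 3.57). Adult microglia lay 3.75 from neonatal CD11c−, 4.08 from neonatal CD11c+, 3.46 from EAE CD11c− and 3.93 from EAE CD11c+ microglia. Neonatal and EAE groups were 4.05 to 4.45 apart. Among the genes behind the distance of neonatal from EAE microglia are Igf1, the insulin-like growth factor 1 gene, with a log2 fold change of 5.76 (SE 0.30) between the mean of both neonatal groups and the mean of both EAE groups, and Cxcl9, a chemokine gene, with 0.294 ± 0.123 and 0.307 ± 0.214 CPM in neonatal CD11c− and neonatal CD11c+ microglia (SD, n = 4 each) against 28.6 ± 9.08 and 292 ± 117 in EAE CD11c− and EAE CD11c+ microglia (n = 3 each).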

A multidimensional scaling (MDS) plot showed that neonatal, naïve adult microglia, and microglia from EAE formed three separate and distinct global gene expression clusters, while CD11c‐positive and negative subpopulations clustered relatively close together for each condition (Fig 3A). The major difference was therefore related to developmental age rather than subset phenotype.

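The condition (neonatal, adult or EAE) accounted for 63.0% of the squared distance between the 17 libraries, and the 5 groups for 83.2%, each with a permutation p of 1.0e-05 over 100000 permutations, the smallest they can give. Within EAE, the subsets differed in 131 called genes higher and 255 lower in CD11c+ than in CD11c− microglia. Among the higher genes were Igf1 (12.5 ± 8.98 against 0.764 ± 0.374 CPM, log2 fold change 3.96 (SE 0.53), n = 3 each, with 22.59 CPM in library 1, which stands apart, and 9.402 and 5.429 in the other CD11c+ libraries) and the chemokine genes Cxcl13 (3.46 (SE 0.37)), Cxcl9 (3.35 (SE 0.27)) and Ccl5 (3.21 (SE 0.34)), whose products attract lymphocytes. Dnase1l3, a secreted DNase, rose from 2.05 ± 0.199 to 18.4 ± 2.32 CPM. The lower genes with the largest changes are genes of neutrophil granules: Camp (-7.48 (SE 0.77)), Lcn2 (-7.37 (SE 0.72)) and Ltf (-7.32 (SE 0.65)), and the 9 neutrophil markers summed to 8791 CPM in EAE CD11c− and 58.7 CPM in EAE CD11c+ microglia. The interaction of subset and condition was tested again with edgeR's quasi-likelihood test. It called 168 genes whose log2 fold change between CD11c+ and CD11c− cells was higher in neonates than in EAE, and 12 where it was lower. The 168 include genes that fell in EAE CD11c+ cells, such as Adam19 (11.6 CPM in EAE CD11c− and 2.67 in EAE CD11c+ microglia). The 168 were 90 without EAE CD11c− library 6 and the 12 were 4 without EAE CD11c− library 4, and 7 of 100 splits of the libraries, the labelled one included, gave as many as the 12. Without EAE CD11c− library 6 the EAE counts were 70 higher and 165 lower, and a fit of only the EAE groups called 71 higher.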

**Figure 3:**
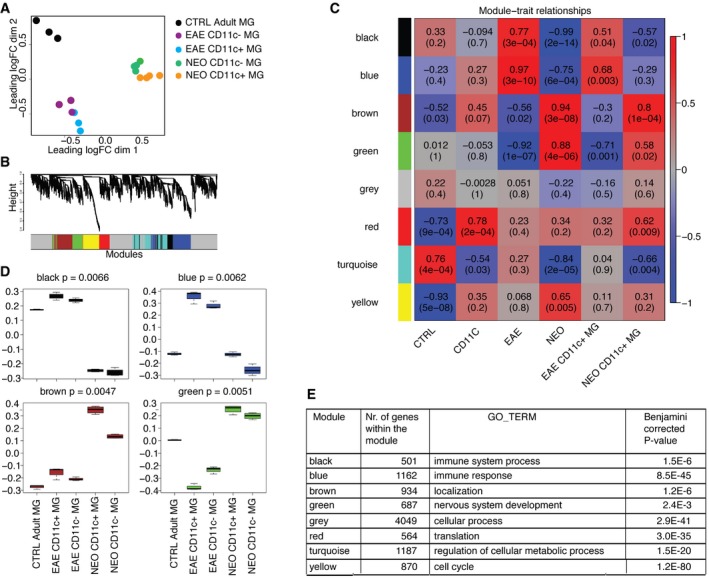
Transcriptome analysis of neonatal, EAE, and adult microglia AMultidimensional scaling shows that neonatal, EAE subpopulations of microglia and adult microglia have distinct transcriptional profiles. Colors indicate six different groups of samples: orange represents neonatal CD11c^+^ microglia (*n* = 4), green neonatal CD11c^−^ microglia (*n* = 4), blue EAE CD11c^+^ microglia (*n* = 3), purple EAE CD11c^−^ microglia (*n* = 3), and black adult microglia (*n* = 3). Each *n* represents a pool of 10–15 mice from five individual EAE immunizations and four individual cell sorts of neonatal and naïve adult microglia.B, CCo‐expression networks were generated for 12,691 genes of the transcriptome dataset. Average linkage hierarchical clustering was applied to the topological overlap matrix and branches of highly correlating genes were formed, which were cut and assigned a color (B). For each module, the Module Eigengene (ME) was calculated, which represents the expression profile of the module. The ME values were correlated with binary variables (Spearman's correlation) that represent control, CD11c^+^, EAE, neonatal, and CD11c^+^ microglia in neonates and EAE. Within each table cell, upper values represent correlation coefficients between ME and the variable, while lower values in brackets correspond to Student asymptotic *P*‐value (C).DA boxplot containing the distribution of the black, blue, brown, and green ME values across the samples. The boxes contain the first and third quartiles; center line indicates the median and whiskers indicate minimum and maximum values. Kruskal–Wallis test was applied to determine whether ME values were significantly different between the groups.ETable showing number of genes within the module and the top GO term for each module with Benjamini‐corrected *P*‐value.

In order to identify gene expression profiles associated with microglia from the different conditions, weighted gene co‐expression network analysis (WGCNA) was applied to the RNA‐seq data. In WGCNA, genes are clustered according to co‐expression and a network with seven co‐expression modules was identified (Fig 3B). From each module, the Module Eigengene (ME) was calculated, which is the first principal component and functions as a representative of the module. The ME values were correlated with variables that represent control adult microglia (“control”), CD11c^+^ microglia population (“CD11c”), EAE microglia populations (“EAE”), neonatal microglia populations (“neonatal”), and CD11c^+^ microglia from EAE (“EAE CD11c^+^”) and neonates (“neonatal CD11c^+^”) (Fig 3C) are depicted as a box plot per condition (Fig 3D).

With the exception of the gray module (that contained unclustered genes), all modules correlated significantly (*P* < 0.005) with some of the indicated variables. The ME of the yellow module was negatively correlated with “control” (−0.93; downregulated) and positively with “neonatal” (between 0.068 and 0.65). The top gene ontology (GO) enrichment category associated with the yellow module was the “cell cycle” term (Fig 3E). This suggested that microglia from neonates more abundantly expressed cell cycle genes, which is in line with the observed microglia proliferation during neurodevelopment (Matcovitch‐Natan *et al*, 2016). In contrast, the turquoise module was negatively correlated with “neonatal” variable (−0.84) and positively correlated with “control” (0.76). This module was enriched for GO term “regulation of cellular metabolic process”. 

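Genes of the cell cycle rose in neonatal and in EAE microglia: 37 of 38 measured members were higher than in adult microglia in each of the 4 groups, the exception being Pcna, the DNA polymerase clamp (65.8 ± 9.21 CPM in adult and 87.7 ± 12.6 in neonatal CD11c− microglia). Birc5, which encodes the mitotic regulator survivin, had 1.29 ± 0.501 CPM (SD, n = 3) in adult, 43.0 ± 9.82 in neonatal CD11c−, 31.8 ± 1.46 in neonatal CD11c+ (n = 4 each), 22.9 ± 4.62 in EAE CD11c− and 33.2 ± 6.34 in EAE CD11c+ microglia (n = 3 each). Cdk1, the kinase that starts mitosis, rose by log2 fold changes of 4.58, 4.54, 3.37 and 3.72 in the same order, and Top2a, a topoisomerase of dividing cells, by 5.02, 4.55, 4.18 and 4.32. Between the conditions, 23 of the 38 genes were higher in the mean of the neonatal groups than in the mean of the EAE groups (28 over the list alone) and 0 lower, but between neonatal CD11c+ and EAE CD11c+ microglia 2 were higher and 0 lower (0 and 0 over the list alone). The counts against adult microglia were the same over the list alone. The gene set test camera gave adjusted p = 8.2e-73, 4.5e-46, 1.2e-60 and 9.3e-44 against adult microglia (adjusted p = 0.027, 0.027, 0.015 and 0.026 with an estimated correlation), and 0.00012 between neonates and EAE (adjusted p = 0.51 with an estimated correlation). In a grouping of all genes into 7 clusters by their profile over the libraries, 37 of the 38 fell in a cluster of 1852 genes whose scaled level was lowest in adult microglia (-1.36).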

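Hspa1b, a gene of the chaperone HSP70 and the one with the largest fall in both neonatal groups among the genes named, had 475 ± 92.1 CPM (SD, n = 3) in adult, 1.19 ± 0.502 in neonatal CD11c− and 1.00 ± 0.423 in neonatal CD11c+ microglia (n = 4 each), and 167 ± 56.9 and 81.7 ± 7.51 in EAE CD11c− and EAE CD11c+ microglia; reads of its copy Hspa1a may be shared with it. Tgm2, a transglutaminase, fell from 115 ± 10.6 CPM to 0.641 ± 0.233 and 0.733 ± 0.290 in the neonatal groups. Csmd3 and the acetylcholinesterase gene Ache fell in both neonatal groups (-6.11 and -5.24 on the log2 scale in neonatal CD11c− microglia) and in both EAE groups (-1.19 and -1.12 in EAE CD11c− microglia). Of 19 measured immediate early and stress genes, 17, 8, 3 and 7 fell in neonatal CD11c−, neonatal CD11c+, EAE CD11c− and EAE CD11c+ microglia (17, 10, 4 and 14 over the list alone, and 13, 9, 4 and 5 without libraries 1 and 17), with camera adjusted p = 3.1e-08, 5.0e-06, 0.00074 and 0.00017 (adjusted p = 0.38, 0.31, 0.64 and 0.46 with an estimated correlation). Neonatal CD11c+ library 16 stands apart on these genes, with Fos at 4835 CPM against 425.9 to 550.3 and Klf2 at 494 against 27.84 to 39.07 in the others of its group. Without it, counted after these values were seen, 18, 18, 15 and 17 of the 19 fell. Adult library 21, part of the reference, was also high, with Fos at 9539 CPM against 3877 and 4497 in the other adult libraries. Its Klf2 was 823.3 CPM against 250.4 and 317.9. Counts of this list without library 21 are not given here. Of 22 genes of homeostatic microglia, 11, 14, 10 and 15 fell (12, 15, 11 and 15 over the list alone) and 1, 2, 0 and 0 rose, with camera adjusted p = 0.00060, 5.9e-08, 2.9e-05 and 3.8e-08 (adjusted p = 0.19, 0.024, 0.066 and 0.018 with an estimated correlation). Selplg, a selectin ligand, fell from 4062 ± 441 CPM to 892 ± 228 in neonatal CD11c− and 395 ± 32.0 in neonatal CD11c+ microglia. The largest of the 7 clusters (2213 genes, scaled level 1.11 in adult and -0.44 and -0.77 in neonatal CD11c− and neonatal CD11c+ microglia) held 16 of the 19 immediate early genes, 8 of 9 neutrophil markers and 8 of the 22 homeostatic genes. Most neutrophil markers that changed moved with it: 4 and 7 of 9 fell and 1 and 1 rose in neonatal CD11c− and neonatal CD11c+ microglia. S100a9 had 335 ± 111 CPM in adult and 2.84 ± 0.373 in neonatal CD11c+ microglia.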

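Among genes of metabolism, several rose in neonatal and EAE microglia relative to adult microglia. Pkm, the pyruvate kinase gene of glycolysis, had 186 ± 10.3 CPM (SD, n = 3) in adult, 323 ± 35.8 in neonatal CD11c−, 573 ± 28.4 in neonatal CD11c+ (n = 4 each), 385 ± 32.7 in EAE CD11c− and 554 ± 100.1 in EAE CD11c+ microglia (n = 3 each), while the hexokinase gene Hk1 fell from 50.5 ± 0.654 to 24.9 ± 2.17 and 24.5 ± 2.96 CPM in the neonatal groups. Of 16 glycolysis genes, 2, 9, 4 and 8 rose and 2, 1, 0 and 1 fell in these 4 groups (2, 9, 4 and 9 rose over the list alone; 5, 10, 8 and 14 without libraries 1 and 17), with camera adjusted p = 0.0070 in neonatal CD11c+ and 0.0030 in EAE CD11c+ microglia (adjusted p = 0.41 and 0.42 with an estimated correlation) and above 0.01 in both CD11c− groups. Of 20 nuclear genes of the respiratory chain, 5, 12, 4 and 9 rose (6, 13, 6 and 11 over the list alone; 10, 17, 11 and 17 without libraries 1 and 17), among them Cox6c (0.82, 1.25, 0.73 and 1.30 on the log2 scale) and Cox4i1 (0.92, 1.60, 0.73 and 1.31), subunits of cytochrome oxidase. For this list camera gave adjusted p = 0.00015 in neonatal CD11c+ and 0.0015 in EAE CD11c+ microglia (adjusted p = 0.31 and 0.42 with an estimated correlation). Of 17 genes of cholesterol synthesis, 8, 8, 4 and 5 rose (8, 8, 4 and 7 over the list alone, and 10, 11, 5 and 8 without libraries 1 and 17). Sqle, which makes squalene epoxide, had 3.42 ± 0.114 CPM in adult and 17.0 ± 2.47 in neonatal CD11c− microglia, while Lss, the lanosterol synthase, fell there from 15.3 ± 2.58 to 8.23 ± 0.839. The camera test passed in neonatal CD11c− microglia alone, with adjusted p = 0.0026 (adjusted p = 0.38 with an estimated correlation).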

The red module was not only negatively correlated with the “control”, but also positively correlated with the “CD11c” variable (−0.73 versus 0.78). This suggested an activation‐related increase in expression, which is more pronounced in CD11c‐positive microglia. This red module was enriched for a “translation” GO term (Fig 3E), suggesting that neonatal and EAE microglia and in particular CD11c microglia were more translationally active.

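Most genes of lysosomal and lipid-handling microglia rose in CD11c+ cells relative to adult microglia, and the list was higher in CD11c+ than in CD11c− cells. Lpl, the lipoprotein lipase gene, had 77.9 ± 14.7 CPM (SD, n = 3) in adult, 731 ± 84.2 in neonatal CD11c−, 1715 ± 274 in neonatal CD11c+ (n = 4 each), 44.0 ± 1.94 in EAE CD11c− and 157 ± 31.4 in EAE CD11c+ microglia (n = 3 each). Ctsb, the gene of the lysosomal protease cathepsin B, rose from 2763 ± 215 to 15900 ± 1276 CPM in neonatal CD11c+ and 7468 ± 957 in EAE CD11c+ microglia. Cst7, a cathepsin inhibitor, was 42.7 ± 7.72 and 231 ± 49.9 CPM in EAE CD11c− and EAE CD11c+ microglia against 5.24 ± 1.48 in adult and 16.7 ± 2.42 in neonatal CD11c+ microglia, and Ch25h, cholesterol 25-hydroxylase, rose in the EAE groups only among the 4 (4.79 (SE 0.45) and 6.40 (SE 0.45)). Of 25 measured members, 12, 22, 14 and 21 rose in neonatal CD11c−, neonatal CD11c+, EAE CD11c− and EAE CD11c+ microglia (12, 23, 15 and 21 over the list alone) and 2, 0, 1 and 0 fell, with camera adjusted p = 2.9e-05, 4.4e-28, 9.8e-07 and 7.0e-21 (adjusted p = 0.12, 0.00066, 0.044 and 0.00046 with an estimated correlation). In CD11c+ against CD11c− microglia, 19 rose in neonates and 14 in EAE (21 and 17 over the list alone) and none fell, each by edgeR's quasi-likelihood test, with camera adjusted p = 4.5e-60 and 2.5e-35. The list holds Itgax itself and 5 more genes that the study associates with CD11c. In neonates, markers of border macrophages moved with it: 8 of 8 rose in neonatal CD11c+ against adult and 7 against neonatal CD11c− microglia (8 and 7 over the list alone), their sum being 1582 CPM in adult, 2712 in neonatal CD11c− and 6108 in neonatal CD11c+ microglia. Most of the adult sum comes from members not named here, so it understates the rise of a member such as F13a1. F13a1 had 5.281 to 13.52 CPM over the adult libraries and 345 ± 216 CPM in neonatal CD11c+ microglia.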

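Part of the ribosomal protein genes rose in neonatal and EAE microglia relative to adult microglia. Rpl6 had 25.7 ± 0.390 CPM (SD, n = 3) in adult, 52.4 ± 3.70 in neonatal CD11c−, 58.1 ± 3.13 in neonatal CD11c+ (n = 4 each), 42.2 ± 2.87 in EAE CD11c− and 69.5 ± 2.19 in EAE CD11c+ microglia (n = 3 each), and Rps20 rose by log2 fold changes of 1.37, 1.64, 0.94 and 1.94 in the same order. Of 77 measured ribosomal protein genes, 28, 44, 24 and 40 rose (30, 44, 25 and 42 over the list alone), and Rps27 fell in both neonatal groups (-1.42 and -1.74). Of 27 translation factors, 13, 16, 9 and 14 rose (16, 16, 9 and 17 over the list alone), with the elongation factor gene Eef1a1 at 660.2 ± 83.0 CPM in adult, 1404 ± 51.7 in neonatal CD11c+ and 1578 ± 206 in EAE CD11c+ microglia. Between CD11c+ and CD11c− cells, 2 ribosomal protein genes and 1 translation factor rose in neonates (0 and 0 over the list alone) and 5 and 2 in EAE (16 and 7), Eef1a1 in both (0.47 (SE 0.11) and 0.64 (SE 0.12)). For the ribosomal proteins camera gave adjusted p = 1.7e-06, 1.6e-08, 2.9e-05 and 1.3e-09 against adult microglia (adjusted p = 0.38, 0.31, 0.53 and 0.26 with an estimated correlation) and 0.0057 and 2.8e-08 between the subsets (adjusted p = 0.63 and 0.30 with an estimated correlation). For the translation factors it gave adjusted p = 0.00055, 9.5e-05, 0.013 and 3.9e-05 against adult microglia (adjusted p = 0.38, 0.21, 0.51 and 0.19 with an estimated correlation). The share of ribosomal protein counts was 0.547% in EAE CD11c+ library 1 against 0.831% and 0.828% in the others of its group, and 0.452% in neonatal CD11c− library 17 against 0.624% to 0.707%. Without these libraries, 48, 53, 43 and 56 ribosomal protein genes and 17, 21, 14 and 23 translation factors rose against adult microglia, and 9 ribosomal protein genes rose and 2 fell between the neonatal subsets and 31 rose between the EAE subsets, with 1 and 10 translation factors rising between the subsets of neonates and of EAE. Counts of transcripts do not measure protein synthesis.

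**Figure D1:**
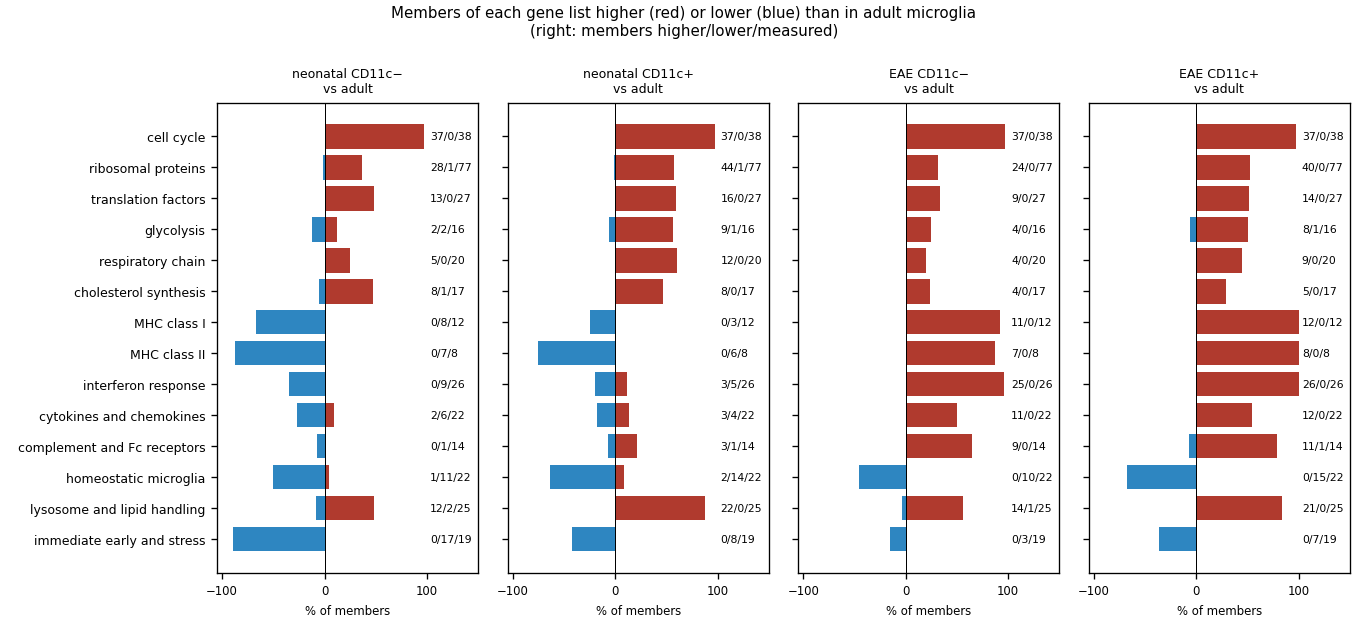
Percent of the measured members of each gene list that were higher (red) or lower (blue) than in adult microglia at an adjusted p of 0.01 or less, with the numbers higher, lower and measured at the right of each bar.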

Interestingly, four modules (black, blue, green, and brown) showed clear opposite correlations with the “EAE” and “neonatal” variables (Fig 3C). 

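Most genes of antigen presentation rose in EAE microglia relative to adult microglia, while in neonatal microglia most class II genes fell. H2-Ab1, a chain of MHC class II, had 22.0 ± 5.05 CPM (SD, n = 3) in adult, 326 ± 35.0 in EAE CD11c− and 765 ± 83.0 in EAE CD11c+ (n = 3 each), and 5.49 ± 1.89 in neonatal CD11c− and 9.42 ± 1.16 in neonatal CD11c+ microglia (n = 4 each). H2-Eb1 followed with log2 fold changes of 4.01 and 5.24 in the EAE groups and -4.32 and -3.43 in the neonatal groups. Of the 8 class II genes, 7 and 8 rose in EAE CD11c− and EAE CD11c+ microglia, and 7 and 6 fell in neonatal CD11c− and neonatal CD11c+ microglia (8, 8, 7 and 7 over the list alone). Of 12 class I genes, 11 and 12 rose in the EAE groups and 8 and 3 fell in the neonatal groups (12, 12, 8 and 2 over the list alone): Nlrc5, the activator of these genes, went from 22.1 ± 2.26 CPM to 365 ± 55.2 and 503 ± 56.7 in EAE, and H2-T23 fell by -1.87 and -1.28 in neonates. Of 26 interferon-stimulated genes, 25 and 26 rose in the EAE groups, while 9 and 5 fell and 0 and 3 rose in the neonatal groups, the same numbers as over the list alone. Iigp1, an interferon-inducible GTPase, had 1.97 ± 0.636 CPM in adult and 233 ± 73.5 and 403 ± 52.5 in EAE microglia. In the EAE groups camera gave adjusted p = 5.1e-22 and 5.5e-21 for class II, 1.5e-17 and 3.2e-16 for class I (adjusted p = 0.015 and 0.016 with an estimated correlation) and 1.8e-59 and 3.1e-53 for the interferon response. In the neonatal groups it gave 3.1e-08 and 1.4e-05 for class II (adjusted p = 0.064 and 0.059 with an estimated correlation), 0.0011 and 0.13 for class I (adjusted p = 0.38 and 0.58 with an estimated correlation) and 0.013 and 0.35 for the interferon response. Most markers of blood monocytes moved the same way in EAE: of 8, 8 and 5 rose and 0 and 1 fell in EAE CD11c− and EAE CD11c+ microglia. In neonatal CD11c− and neonatal CD11c+ microglia 1 and 4 fell and 0 and 2 rose. All these numbers were the same over the list alone. The markers summed to 109 CPM in adult, 1101 and 1243 in the EAE and 45.58 and 40.04 in the neonatal groups. The sum in neonatal CD11c− microglia ranged from 20.73 to 108.2 CPM over the libraries.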

Where the blue and black modules increased their expression in EAE microglia, the expression of these modules was reduced in neonatal microglia (Fig 3D). 

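In EAE relative to adult microglia, 1027 genes were called higher and 276 lower in CD11c− cells, and 1265 higher and 739 lower in CD11c+ cells. Among those with the largest changes, Fn1, which encodes fibronectin, rose from 4.21 ± 0.732 CPM (SD, n = 3) in adult to 436 ± 161 and 1123 ± 289 in EAE CD11c− and EAE CD11c+ microglia (n = 3 each), the complement gene C4b from 15.9 ± 3.52 to 1220 ± 187 and 1652 ± 316, and the guanylate-binding protein gene Gbp4 from 2.44 ± 0.159 to 204 ± 58.2 and 283 ± 25.6. Acod1, which makes itaconate in activated macrophages, rose from 0.208 ± 0.161 to 16.1 ± 6.42 and 64.3 ± 21.7 CPM, and Il12rb1, a receptor subunit of interleukin-12, from 0.120 ± 0.0121 to 19.8 ± 7.94 and 37.5 ± 21.7 CPM. Of 22 cytokine and chemokine genes, 11 and 12 rose (11 and 13 over the list alone), among them Il1b, the inflammatory interleukin-1 beta gene (2.84 (SE 0.32) and 3.51 (SE 0.32)). Of 14 complement and Fc receptor genes, 9 and 11 rose and 0 and 1 fell (9 and 11 rose and 1 and 1 fell over the list alone), among them Fcgr4 (3.96 (SE 0.20) and 4.36 (SE 0.20)). The camera test gave adjusted p = 4.8e-06 and 2.0e-08 for the cytokines (adjusted p = 0.18 and 0.084 with an estimated correlation) and 1.2e-08 and 5.3e-08 for complement and Fc receptors. Markers of blood cells moved with them: 8 and 5 of 8 blood monocyte markers rose (8 and 5 over the list alone), Ccr2 from 9.15 ± 2.32 to 21.2 ± 1.48 and 28.0 ± 13.5 CPM, and of 9 neutrophil markers 9 rose in CD11c− cells and 8 fell in CD11c+ cells (9 and 8 over the list alone). Without EAE CD11c− library 5 the lower genes of CD11c− cells were 136, and with no fold floor 616.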

The blue and black modules were enriched for “immune system process” and “immune response” categories. In contrast, ME values of the brown and green modules negatively correlated (Fig 3C) and were decreased (Fig 3D) in EAE microglia and positively correlated (Fig 3C) and increased (Fig 3D) in neonatal microglia. 

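Genes with opposite changes relative to adult microglia, called in all 4 groups, were few beside those that moved the same way in both conditions. Relative to adult microglia, 332 genes were called higher and 96 lower in all 4 neonatal and EAE groups, where 46.8 and 11.1 would be shared if the calls were independent; the 96 were 53 without EAE CD11c− library 5 and 178 with voom. Against this, 39 genes were higher in both EAE groups and lower in both neonatal groups (36.1 if independent), and 5 were lower in EAE and higher in neonates (14.4 if independent; 3 without adult library 21). The 39 include the class II genes H2-Aa, H2-Ab1, H2-DMa and H2-Eb1, the chemokine receptor gene Ccr2 and Vcam1, a cell adhesion gene that went from 12.2 ± 3.59 CPM (SD, n = 3) in adult to 111 ± 32.5 in EAE CD11c+ (n = 3) and 4.62 ± 0.669 in neonatal CD11c+ microglia (n = 4). The 5 are 2900026A02Rik, Nid2, Palld, Pygm and Smim10l2a; Nid2, a basement membrane gene named here after its values were seen, had 77.3 ± 7.62 CPM in adult, 271 ± 18.0 and 185 ± 13.9 in neonatal CD11c− and neonatal CD11c+ and 24.8 ± 5.22 and 11.1 ± 1.35 in EAE CD11c− and EAE CD11c+ microglia. Of the 332 genes, 36 are among the 38 of the cell cycle list. The fold changes of both conditions use the same 3 adult libraries, which are too few to split, so that their errors are shared: in 20 simulations of unchanged groups with shared controls no gene was called higher or lower in all 4, as unchanged genes seldom pass the thresholds, and the mean log2 fold changes of both conditions correlated at 0.6942 with a covariance of 0.02073, against 0.4447 and 0.2059 as measured, over 8513 genes. The module eigengenes of the study were not recomputed, and no cluster here stands for a module. The counts of opposite genes cannot test its opposite module correlations, which set each condition against all other groups, the other condition included. Compared directly, 865 genes were called higher and 1109 lower in the neonatal mean than in the EAE mean.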

The green and brown modules were enriched for “nervous system development” and “localization” GO terms, respectively (Fig 3E). Additionally, the brown module also significantly correlated with the CD11c^+^ neonatal microglia variable, suggesting that the CD11c^+^ population in neonatal brains most abundantly expressed genes related to the “localization” GO term (Fig 3E). 

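Part of the genes of axon guidance and neural adhesion were higher in neonatal than in EAE microglia. Plxnd1, a receptor of semaphorins, had 83.8 ± 16.7 CPM (SD, n = 4) in neonatal CD11c+ and 15.8 ± 1.16 in EAE CD11c+ microglia (n = 3), a log2 fold change of 2.41 (SE 0.20). Dpysl3, which links semaphorin signals to the cytoskeleton, had 4.59 ± 1.15 CPM in neonatal CD11c+ microglia and 0 counts in all EAE libraries (floor 0.2875 to 0.5028 CPM), and Plxnc1, another semaphorin receptor, 67.6 ± 8.71 against 10.8 ± 1.92 CPM. Of 26 measured members, 14 were higher in neonatal CD11c+ than in EAE CD11c+ microglia (15 over the list alone) and none lower. Between the means of both subsets, 14 were higher in neonates and 3 lower (14 and 3 over the list alone), with a camera adjusted p = 0.0013 (adjusted p = 0.33 with an estimated correlation). The edgeR quasi-likelihood test gave adjusted p = 3.3e-08 for Plxnd1 and 1.4e-06 for Plxnc1. Most markers of neurons moved with them. Of 7 of mature neurons, 6 were higher and 0 lower in neonatal CD11c+ than in EAE CD11c+ microglia (6 and 0 over the list alone). In the neonatal mean 5 were higher and 1 lower (6 and 1). Of 13 of immature neurons, 8 were higher and 1 lower, and 10 higher and 2 lower (the same over the list alone). The mature neuron markers summed to 148.5 CPM in neonatal CD11c+ and 179.7 in EAE CD11c+ microglia, the other way. In neonatal CD11c− and EAE CD11c− microglia this sum was 31.04 and 86.54 CPM. The immature neuron markers summed to 265 CPM in neonatal CD11c+ and 140.4 in EAE CD11c+ microglia. Their sum was 301.9 CPM in neonatal CD11c− and 230.3 in EAE CD11c− microglia. It was highest in adult microglia, at 333.3 CPM, so it does not single out neonatal CD11c+ microglia. Relative to adult microglia, 5 and 5 of the 26 rose and 3 and 4 fell in EAE CD11c− and EAE CD11c+ microglia (5 and 5 rose and 4 and 5 fell over the list alone).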

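A cluster of 1899 genes had its highest scaled level in neonatal CD11c+ microglia (0.987), followed by neonatal CD11c− (0.463), adult (-0.475), EAE CD11c− (-0.719) and EAE CD11c+ microglia (-0.738). Igf1 was highest in the same group, with 478 ± 69.7 CPM (SD, n = 4) in neonatal CD11c+, 59.1 ± 14.2 in neonatal CD11c− (n = 4), 2.82 ± 1.33 in adult, 0.764 ± 0.374 in EAE CD11c− and 12.5 ± 8.98 in EAE CD11c+ microglia (n = 3 each). Of the lists, it holds 16 of 26 axon guidance genes, 7 of 10 neuroectodermal genes, 8 of 13 genes of immature neurons and 6 of 7 of mature neurons. It also holds 8 of 8 markers of border macrophages and 5 of 5 erythroid genes, with Lyve1, a hyaluronan receptor of such macrophages, at 258 ± 141 CPM in neonatal CD11c+, 22.5 ± 8.05 in neonatal CD11c− and 2.60 ± 1.92 in adult microglia. The clusters came from k-means with k = 7 on scaled log2 CPM and are not the modules of the study, whose network method was not used here. No test was run on them, since the genes of a cluster are chosen for their profile. From the correlation of its brown module with neonatal CD11c+ microglia, the paper proposes that these cells express localization genes most abundantly.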

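Between neonatal and EAE microglia, 865 genes were called higher and 1109 lower in the mean of both neonatal subsets, and 905 higher and 946 lower in neonatal CD11c+ than in EAE CD11c+ cells. Higher in neonatal CD11c+ microglia were Lyve1 (log2 fold change 8.12 (SE 0.58)), the endothelin receptor gene Ednrb (128 ± 71.0 CPM (SD, n = 4) against 0.703 ± 0.302 in EAE CD11c+, n = 3), Atp6v0d2, a subunit of the lysosomal proton pump (17.8 ± 3.19 against 0.117 ± 0.202 CPM), and Mamdc2 (17.2 ± 2.42 against 0.105 ± 0.0925 CPM). Lower were the chemokine genes Cxcl9 (0.307 ± 0.214 against 292 ± 117 CPM) and Cxcl13 (0 counts in all neonatal CD11c+ libraries, floor 0.3228 to 0.4707 CPM, against 46.1 ± 16.0 CPM), the class II genes H2-Aa and H2-Eb1 (-8.83 (SE 0.33) and -8.67 (SE 0.29)) and Ciita, their transcriptional activator (0.179 ± 0.0442 against 46.7 ± 13.2 CPM). Tgm2, a transglutaminase, was lower too (-8.23 (SE 0.33)). Of 26 interferon-stimulated genes, all were lower in the neonatal mean, as were 8 of 8 class II genes, 12 of 12 class I genes and 18 of 22 cytokines, with 2 higher (26, 8, 12 and 18 lower over each list alone). The tests are edgeR's quasi-likelihood tests of the difference itself, and camera gave adjusted p = 4.7e-70 for the interferon list (adjusted p = 0.00036 with an estimated correlation) and 1.7e-42 for class II (adjusted p = 0.00031 with an estimated correlation). Age, disease and sex differ together between these groups, since the paper used neonatal mice of mixed sex and female mice for EAE. Y-linked Ddx3y had 37.0 ± 20.3 CPM in neonatal CD11c+ microglia and 0 counts in all EAE CD11c+ libraries (floor 0.3706 to 0.5028 CPM).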

Taken together, these findings suggest that microglia under EAE conditions became immune‐activated, while microglia in neonatal brains displayed a CNS‐supportive and neurogenic phenotype.

### Distinct gene expression patterns in neonatal subsets of microglia and adult microglia

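The 11 libraries of neonatal CD11c+ (n = 4), neonatal CD11c− (n = 4) and adult microglia (n = 3) are part of the 17 described above, with the same counts, filter and joint fit. Mitochondrially encoded genes took 0.588% to 0.750% of counts in adult, 1.31% to 1.56% in neonatal CD11c+ and 1.06% to 5.103% in neonatal CD11c− libraries. Haemoglobin genes were low but higher in neonates: Hba-a1 had 4.54 ± 2.39 CPM (SD, n = 4) in neonatal CD11c−, 6.68 ± 3.11 in neonatal CD11c+ and 0.514 ± 0.432 in adult microglia, and 5 of 5 erythroid genes rose in both neonatal groups (5 and 5 over the list alone; reads of the haemoglobin copies may be shared). Genes of the Y chromosome separated the libraries as well. They summed to 54.6 to 172 CPM in the neonatal libraries, to 3.55 CPM in neonatal CD11c− library 19 and to 2.35 to 8.11 CPM in the adult and EAE libraries, with Eif2s3y, a Y-linked translation factor gene, at 31.5 ± 18.1 CPM in neonatal CD11c+ and 0.0767 ± 0.0669 in adult microglia. Of 5 sex-linked genes, 4 rose in both neonatal groups (4 over the list alone). Per the paper, the neonatal mice were of mixed sex, while the B6 mice it obtained and those with EAE were female. Sex thus likely differs along with age in the comparisons with adult microglia. The authors compared the groups with edgeR; the thresholds of the counts shown were not found in the text, and the calls here use an adjusted p of 0.01 or less and a log2 fold change of at least 1, on which the counts depend.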

In order to further investigate differences between neonatal and adult microglia, the transcriptomes of CD11c^+^ and CD11c^−^ microglia from PN4‐6 as well as of total adult microglia were compared. 

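Over the 11 libraries, the 3 groups accounted for 75.3% of the squared distance in the 500 most different genes of each pair (permutation p = 0.00025), and neonatal against adult for 55.1% (permutation p = 0.0056), in 100000 permutations. The spread within groups was widest in neonatal CD11c− microglia, where libraries were 1.78 to 2.34 apart, against 1.13 to 2.12 in neonatal CD11c+ and 1.21 to 1.41 in adult microglia. A gene that separates all 3 groups is Gpx3, the secreted glutathione peroxidase, with 1.75 ± 0.449 CPM (SD, n = 3) in adult, 79.2 ± 25.7 in neonatal CD11c− and 260.2 ± 11.8 in neonatal CD11c+ microglia (n = 4 each). Csf1, the growth factor of macrophages, had 50.2 ± 3.35, 152 ± 11.0 and 642 ± 84.3 CPM in the same order. Both genes differed in each of the 3 comparisons in edgeR's quasi-likelihood test (largest adjusted p = 2.6e-06).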

MDS plot showed that neonatal CD11c^+^, neonatal CD11c^−^, and adult microglia formed three separate and distinct global gene expression clusters (Fig 4A). 

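Between neonatal CD11c− and adult microglia, 927 genes were called higher and 804 lower. The higher genes with the largest changes include granulocyte genes and genes of cell division. The list of 9 neutrophil markers went mostly the other way, with 1 higher and 4 lower. Its sum was 1224 CPM in adult and 652 CPM in neonatal CD11c− microglia. Stfa1, a cysteine protease inhibitor of the stefin A family, and Gm5483 had no counts in adult microglia (floor 0.3245 to 0.4 CPM) and reached 46.6 ± 60.8 CPM (SD, n = 4) and 15.2 ± 16.0 CPM in neonatal CD11c− microglia, with wide spread between libraries. Genes of cell division rose with them: Kif4, a mitotic kinesin, from 0.682 ± 0.406 to 45.6 ± 11.5 CPM (log2 fold change 6.03 (SE 0.34)) and Eme1, a DNA repair nuclease subunit, from 0.0874 ± 0.151 to 11.0 ± 1.91 CPM. Y-linked Uty had 0 counts in adult and 10.8 ± 7.08 CPM in neonatal CD11c− microglia. Among the lower genes, Hspa1b and Tgm2 changed by -8.65 (SE 0.29) and -7.41 (SE 0.34) on the log2 scale, and Upk1b, a uroplakin gene, fell from 97.6 ± 10.9 to 2.13 ± 0.644 CPM. The test was edgeR's quasi-likelihood test, with adjusted p = 4.7e-10 for Kif4 and 4.7e-05 for Stfa1. With no fold floor 1727 genes were higher and 1574 lower, and with a floor of 1.5 log2 units 485 were lower.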

From 12,691 genes expressed, 1,104 genes were increased and 1,001 decreased in neonatal CD11c^−^ microglia compared to adult microglia. 

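Between neonatal CD11c+ and adult microglia, 1455 genes were called higher and 978 lower, and between neonatal CD11c+ and neonatal CD11c− microglia 398 higher and 96 lower. Spp1, which encodes osteopontin, had 4927 ± 1194 CPM (SD, n = 4) in neonatal CD11c+, 139.9 ± 28.3 in neonatal CD11c− and 9.50 ± 3.30 in adult microglia (n = 3), and Hpse, the heparanase gene, 141 ± 17.0, 12.4 ± 3.28 and 0.736 ± 0.385 CPM. Cd28, best known as a costimulatory receptor of T cells, had 31.1 ± 5.87, 2.44 ± 0.769 and 0.113 ± 0.108 CPM. Higher in neonatal CD11c+ than in neonatal CD11c− microglia were also Atp6v0d2 (17.8 ± 3.19 against 0.334 ± 0.115 CPM), Mamdc2 (17.2 ± 2.42 against 0.504 ± 0.238 CPM) and Timd4, a phosphatidylserine receptor (13.7 ± 7.35 against 0.446 ± 0.322 CPM). Lower than in neonatal CD11c− microglia were granule genes of granulocytes and their precursors, Fcnb (0.107 ± 0.150 against 16.9 ± 17.7 CPM), Elane (0.125 ± 0.0244 against 19.6 ± 18.4 CPM), Mpo (0.407 ± 0.620 against 57.1 ± 48.9 CPM) and Prtn3 (0.162 ± 0.208 against 20.1 ± 20.1 CPM), and lower than in adult microglia were Cd177 (0.121 ± 0.0927 against 35.3 ± 15.8 CPM) and Lcn2 (log2 fold change -7.07 (SE 0.74)), also of neutrophils. Markers of border macrophages rose with the higher genes, 8 of 8 against adult microglia (8 over the list alone). They summed to 6108 CPM, against 1582 in adult and 2712 in neonatal CD11c− microglia. Most of the adult sum comes from members not named here, so the sums do not give the rise of single markers. The test was edgeR's quasi-likelihood test. Between the neonatal subsets, no fold floor gave 711 higher and 302 lower, a floor of 1.5 log2 units 257 and 63, an adjusted p of 0.05 154 lower, the likelihood ratio test 145 lower and a fit of only these groups 58 lower.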

In neonatal CD11c^+^ microglia, 1,633 genes were increased and 1,131 decreased, compared to adult microglia, and 641 were increased and 163 decreased, compared to CD11c^−^ microglia (Fig 4B).

**Figure 4:**
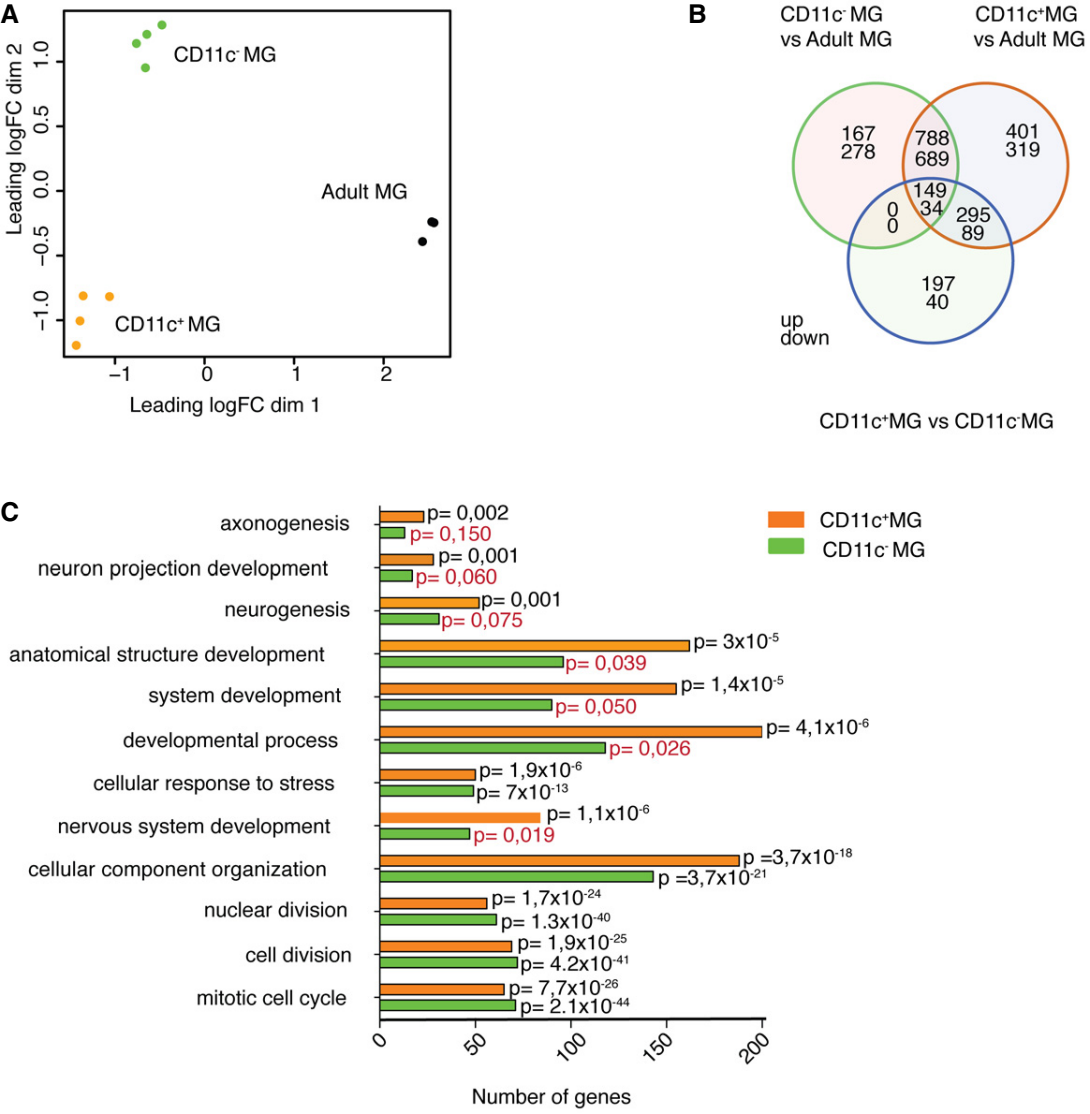
Distinct gene expression profiles in neonatal and adult microglial subsets Multidimensional scaling shows that neonatal subpopulations of microglia and adult microglia have distinct transcriptional profiles. Colors indicate three different groups of samples: orange represents neonatal CD11c^+^ microglia (*n* = 4), green neonatal CD11c^−^ microglia (*n* = 4), and black adult microglia (*n* = 3). Each *n* represents a pool of 10–15 mice from four individual cell sorts.Venn diagram showing differentially expressed genes by neonatal CD11c^+^ microglia, neonatal CD11c^−^ microglia, and adult microglia. Numbers of genes differentially expressed comparing neonatal CD11c^−^ versus adult microglia, neonatal CD11c^+^ versus adult microglia, and neonatal CD11c^+^ versus neonatal CD11c^−^ microglia are indicated.GO enrichment analysis of upregulated genes (logFC ≥ 1.5; FDR ≤ 0.01) in neonatal CD11c^+^ microglia (orange bars) and CD11c^−^ microglia (green bars) versus adult microglia identified significant (*P*‐values ≤ 0.01 after Benjamini correction) enrichment for 55 GOTERM_BP_ALL biological processes categories, 12 of which are shown on the graph. Benjamini‐corrected *P*‐values are indicated on the bar graph; *P* ≥ 0.01 are marked with red font.

GO enrichment analysis on genes differentially expressed (logFC ≥ 1,5; FDR ≤ 0.01) in neonatal CD11c^+^ and CD11c^−^ microglia compared to adult microglia revealed significant enrichment (*P* ≤ 0.01 after Benjamini correction) for 55 GOTERM_BP_ALL biological processes categories. Among those, some were associated with “cell cycle”, “mitosis”, and “cell division”, suggesting that both neonatal microglia populations were in cell cycle or proliferating. 

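Mki67, a proliferation marker named here after its values were seen, had 730.4 ± 457 CPM (SD, n = 4) in neonatal CD11c− and 456 ± 62.1 in neonatal CD11c+ microglia against 17.0 ± 4.04 in adult microglia (n = 3). E2f1, a transcription factor of the G1 to S transition, had 58.8 ± 7.82, 58.0 ± 2.98 and 3.47 ± 0.736 CPM in the same order. Of the 38 cell cycle genes, Ccne2, a cyclin of the start of DNA replication, was lower in neonatal CD11c+ than in neonatal CD11c− microglia (log2 fold change -0.83 (SE 0.20)), 0 were higher and 37 did not pass edgeR's quasi-likelihood test (0 lower and 0 higher over the list alone). The list as a whole was lower in neonatal CD11c+ microglia, with a median log2 fold change of -0.36 and camera adjusted p = 0.00021 (adjusted p = 0.53 with an estimated correlation). From the enriched terms of cell cycle and mitosis, the paper proposes that both neonatal populations cycle or proliferate.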

Categories related to developmental processes including “nervous system development”, “neurogenesis”, “axonogenesis”, and “neuron projection development” were significantly enriched in neonatal CD11c^+^ microglia, but not in the CD11c^−^ population (Fig 4C).

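Of 26 genes of axon guidance and neural adhesion, 16 rose in neonatal CD11c+ and 8 in neonatal CD11c− microglia relative to adult microglia (18 and 10 over the list alone), and 2 fell in each. Between the subsets themselves 9 were higher and 1 lower in neonatal CD11c+ cells (11 and 1 over the list alone): Plxnd1 rose from 27.5 ± 4.92 CPM (SD, n = 4) to 83.8 ± 16.7 in neonatal CD11c+ microglia (n = 4), and the semaphorin coreceptor gene Nrp1 from 418 ± 33.8 to 619.7 ± 60.8. Efnb1, an ephrin, fell from 47.3 ± 3.45 CPM in adult to 24.4 ± 3.58 in neonatal CD11c− and 11.8 ± 1.66 in neonatal CD11c+ microglia. Markers of neurons moved with this list. Of 7 markers of mature neurons, 3 and 7 rose in neonatal CD11c− and neonatal CD11c+ microglia, and 3 differed between them (3, 7 and 5 over the list alone): Stmn2, a neuronal microtubule regulator, had 0.0716 ± 0.124, 0.929 ± 0.580 and 3.57 ± 0.966 CPM in adult, neonatal CD11c− and neonatal CD11c+ microglia. Of 13 markers of immature neurons, 3 and 8 rose and 2 and 2 fell (7 and 8 rose and 2 and 2 fell over the list alone), among them Tubb3, the neuronal tubulin (0.0795 ± 0.0698, 1.38 ± 0.877 and 3.22 ± 1.17 CPM in adult, neonatal CD11c− and neonatal CD11c+ microglia). For axon guidance camera gave adjusted p = 5.6e-07 between the subsets (adjusted p = 0.083 with an estimated correlation) and 7.1e-05 for neonatal CD11c+ against adult microglia (adjusted p = 0.20 with an estimated correlation). Between the subsets it gave 1.6e-06 for mature and 0.94 for immature neurons (adjusted p = 0.016 and 0.96 with an estimated correlation).

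**Figure D2:**
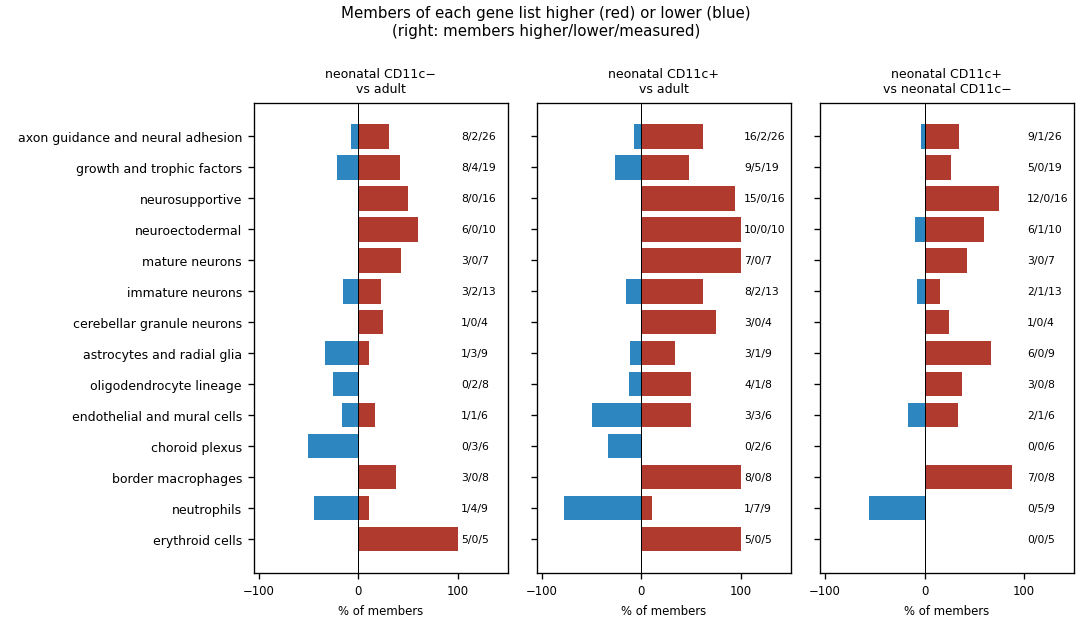
Percent of the measured members of each gene list that were higher (red) or lower (blue) in the neonatal comparisons at an adjusted p of 0.01 or less, with the numbers higher, lower and measured at the right of each bar.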

### Neonatal microglia express neuroectodermal genes

Neonatal microglia expressed neuroectodermal markers such as *Nes*,* Gfap, Pax6*,* Fabp5*,* Fabp7*,* Gap43*,* Vim*,* Dcx*,* Sox11,* and *NeuroD1* (Fig 5A). 

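Nes, the intermediate filament gene nestin, was the highest of the 10 genes in neonates, with 219 ± 48.3 CPM (SD, n = 4) in neonatal CD11c−, 137 ± 21.2 in neonatal CD11c+ (n = 4) and 18.9 ± 1.62 in adult microglia (n = 3). Vim, which encodes vimentin, had 23.3 ± 10.1, 81.8 ± 11.4 and 17.2 ± 3.34 CPM in the same order, and Fabp5, a fatty acid-binding protein, 4.62 ± 2.02, 59.6 ± 6.26 and 0.807 ± 0.144. The other 7 genes had group means under 7 CPM: in neonatal CD11c+ microglia Fabp7, of radial glia, had 6.83 ± 5.12, Dcx, of migrating neurons, 5.44 ± 2.68, Neurod1, a neuronal transcription factor, 3.19 ± 1.61, Gap43, of growing axons, 3.11 ± 0.872, Sox11 2.89 ± 1.25, Gfap, of astrocytes, 2.62 ± 1.45 and Pax6 2.19 ± 1.20 CPM. Sox11 had 0 counts in all adult libraries (floor 0.3245 to 0.4 CPM). Relative to adult microglia, 6 of 10 rose in neonatal CD11c− and 10 of 10 in neonatal CD11c+ microglia (7 and 10 over the list alone). In neonatal CD11c+ against neonatal CD11c− microglia 6 rose and Nes fell (log2 fold change -0.67 (SE 0.15); 9 and 1 over the list alone), with camera adjusted p = 3.1e-08 (adjusted p = 0.016 with an estimated correlation). The study chose this list on these samples, so it is not independent evidence. In EAE, 3 of 10 rose in each subset relative to adult microglia (3 and 3 over the list alone), Nes not among them (16.4 ± 2.87 and 27.7 ± 3.20 CPM in EAE CD11c− and EAE CD11c+ microglia). The 7 genes at low levels were measured from few reads per library, and markers of mature neurons, 7 of 7, rose beside them in neonatal CD11c+ microglia. Against neonatal CD11c− microglia, 6 of 9 astrocyte and radial glia markers and 3 of 8 oligodendrocyte markers rose there, and 0 fell.

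**Figure D3:**
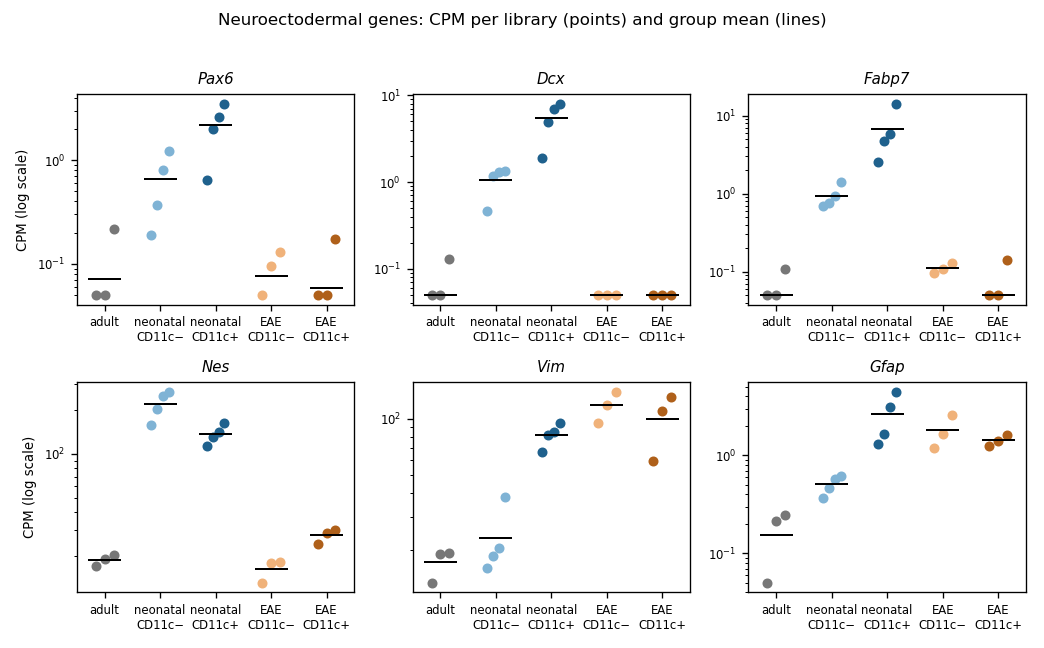
Levels of Pax6, Dcx, Fabp7, Nes, Vim and Gfap in CPM on a log scale, with a point per library and black lines at group means; values under 0.05 CPM are drawn at 0.05.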

Nestin gene expression was compared in neonatal microglia, OPCs, astrocytes, and neurons from PN4‐7 brains. All the cell populations expressed equal levels of nestin transcripts (Fig 5B). Nestin transcripts were also compared between neonatal CD11c^−^ and CD11c^+^ microglia, and adult microglia. While both neonatal microglia subsets expressed similar levels of nestin message, significantly less nestin transcripts were detected in adult microglia (Fig 5C). Consistent with these observations, flow cytometry analysis showed that around 30% of neonatal but only 3.7% of adult microglia expressed nestin (Fig 5D). Immunostaining revealed co‐localization of nestin (Fig 5E) and GFAP (Fig 5F) with IBA1‐positive cells in the neonatal brain.

**Figure 5:**
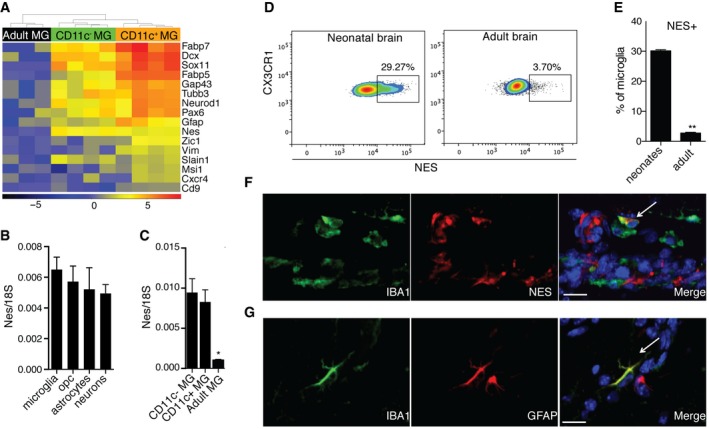
Neuroectodermal marker expression in neonatal microglia AA heatmap showing neuroectodermal gene expression in neonatal versus adult microglia. Scale represents log2 fold change normalized CPM expression values.B, CExpression of nestin in MACS‐sorted microglia (*n* = 4), OPC (*n* = 4), astrocytes (*n* = 4), and neurons (*n* = 3) from brains of PN3‐7 mice (B) as well as FACS‐sorted CD11c^+^ microglia (*n* = 5), CD11c^−^ microglia (*n* = 5) from brains of PN4‐7 mice, and total microglia from adult brain (C).D, ERepresentative flow cytometry profiles (D) and bar graph (E) showing nestin expression in microglia from brains of PN5 mice (*n* = 5) and adult mice (*n* = 6).F, GConfocal microscopic analysis showing co‐localization of nestin (red) (F) or GFAP (red) (G) with IBA1 (green) (*n* = 3). Arrows point to IBA1, NES (F) and IBA1, GFAP (G) double positive cells. Scale bars = 15 μm.Data information: Data are based on at least two experimental repeats. Data are presented as means ± SEM; each *n* represents an individual mouse. *P*‐values were determined by two‐tailed Mann‐Whitney *U*‐test. ns, not significant; *P <* *0.05; **P <* *0.01.

### Neonatal CD11c^+^ microglia are a major source of neurogenic signals

To further understand the difference between neonatal CD11c^+^ and CD11c^−^ microglia populations, GO enrichment analysis was performed on genes that were significantly more abundant (logFC ≥ 1,5; FDR ≤ 0.01) in neonatal CD11c^+^ microglia compared to both neonatal CD11c^−^ microglia and adult microglia. 251 genes fulfilled these criteria and showed significant enrichment (*P* ≤ 0.01 after Benjamini correction) for 14 GOTERM_BP_ALL biological processes categories. 

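Higher in neonatal CD11c+ than in both neonatal CD11c− and adult microglia were 203 genes, at an adjusted p of 0.01 or less and a log2 fold change of at least 1.5 in each comparison. Cd28 is among them (31.1 ± 5.87 CPM (SD, n = 4), with a log2 fold change of 3.68 (SE 0.28) against neonatal CD11c− microglia, and 0.113 ± 0.108 CPM in adult microglia, n = 3), as are Gpnmb, Spp1, Igf1, Itgax, Colec12 and Fabp5. By list, the set holds 15 of the 20 CD11c-associated genes, 11 of 16 genes grouped here as neurosupportive and 6 of the 10 neuroectodermal genes. The study chose all these genes on these samples, so they are not independent evidence for the set. Of the lists fixed here it holds 9 genes of lysosome and lipid handling, 6 of axon guidance and 4 growth factors. It also holds 6 markers of border macrophages (F13a1 had 345 ± 216 CPM (SD, n = 4) in neonatal CD11c+, 20.3 ± 4.75 in neonatal CD11c− and 8.71 ± 4.29 in adult microglia, n = 3), 3 of mature neurons, 2 of oligodendrocytes, 2 of astrocytes, 2 of endothelial cells and 2 of T and NK cells. Over the 4 neonatal CD11c+ libraries the 8 border macrophage markers stood at 1.63, 1.06, 0.659 and 0.651 of their mean, and 115 of the 203 genes lay closer to this profile or that of the neuron markers than to a flat profile, against 98 of 911 uncalled genes of like level. The test was edgeR's quasi-likelihood test; the enrichment of ontology terms was not tested here.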

Interestingly, nearly 25% of the genes were annotated to the ontology term “developmental process” and “multicellular organismal development”, 20% to anatomical “structure development” and “system development”, 12% to “nervous system development”, and < 10% to terms such as “cell motion”, “cell migration”, “cell adhesion”, “response to external stimulus”, and “response to wounding” (Fig 6A). 

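Higher in neonatal CD11c− than in both neonatal CD11c+ and adult microglia were 12 genes: BC100530, Ctsg, Elane, Gm5483, Mpo, Ms4a3, Myb, Prtn3, Stfa1, Stfa2, Stfa2l1 and Stfa3. Elane, Mpo, Prtn3 and Ctsg encode neutrophil elastase, myeloperoxidase, proteinase 3 and cathepsin G, proteins of neutrophil granules, and the stefin A genes are expressed in granulocytes. Mpo had 57.1 ± 48.9 CPM (SD, n = 4) in neonatal CD11c−, 0.407 ± 0.620 in neonatal CD11c+ and 2.502 ± 1.414 in adult microglia (n = 3), and Elane 19.6 ± 18.4, 0.125 ± 0.0244 and 1.40 ± 0.947 CPM. Both were also higher in EAE CD11c− (12.2 ± 4.59 and 8.19 ± 1.70 CPM) than in EAE CD11c+ microglia (0.222 ± 0.272 and 0.0418 ± 0.0724 CPM). The SDs reach the means because the 4 neonatal CD11c− libraries differ: their neutrophil markers stood at 0.547, 0.530, 1.96 and 0.965 of their mean, and summed to 652 CPM against 30.97 CPM in neonatal CD11c+ and 1224 CPM in adult microglia. In edgeR's quasi-likelihood test the adjusted p of Mpo was 4.0e-06 against neonatal CD11c+ and 2.7e-05 against adult microglia.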

Similar analysis for neonatal CD11c^−^ microglia showed only 14 genes that fulfilled set criteria and the only significant enrichment was found for “immune effector process” category.

**Figure 6:**
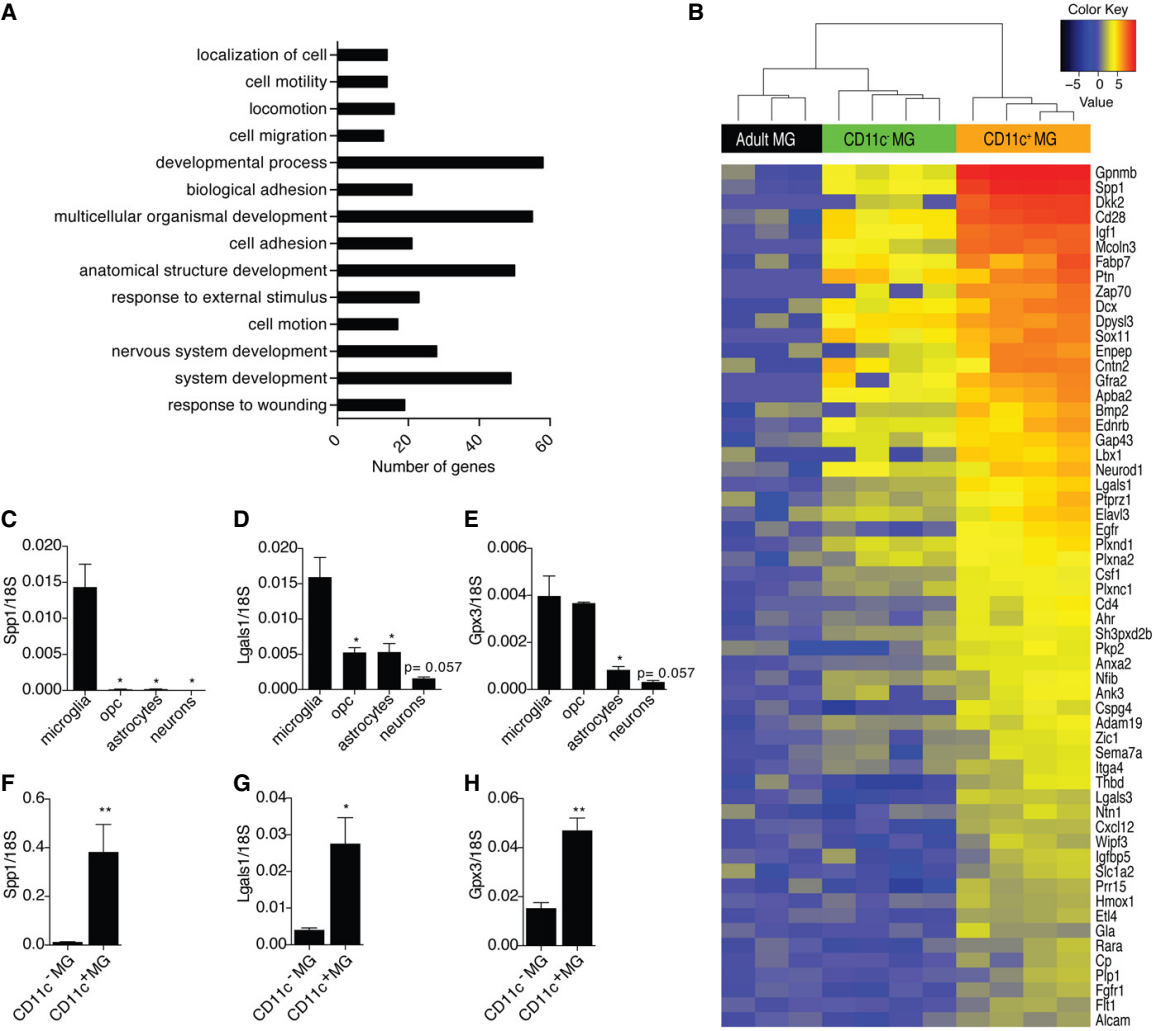
Neonatal CD11c^+^ microglia are a major source of neurogenic signals AOntological analysis of upregulated genes (logFC ≥ 1.5; FDR ≤ 0.01) in neonatal CD11c^+^ microglia in comparison with both neonatal CD11c^−^ microglia and adult microglia identified significant (*P *≤* *0.01 after Benjamini correction) enrichment for 14 GOTERM_BP_ALL biological processes categories.BA heatmap showing upregulated genes involved in system development in neonatal CD11c^+^ microglia versus neonatal CD11c^−^ and adult microglia. Scale represents log2 fold change normalized CPM expression values.C–HExpression of *Spp1*,* Lgals1*, and *Gpx3* relative to 18S rRNA in MACS‐sorted microglia (*n* = 4), OPC (*n* = 4), astrocytes (*n* = 4), and neurons (*n* = 3) (C, D, E) as well as FACS‐sorted CD11c^+^ (*n* = 5) and CD11c^−^ microglia (*n* = 5) (F, G, H) from brains of PN4‐7 mice.Data information: Data are based on at least two experimental repeats. Data are presented as means ± SEM; each *n* represents an individual mouse. *P*‐values were determined by two‐tailed Mann‐Whitney *U*‐test. ns, not significant; *P <* *0.05; **P <* *0.01.

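Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050 on GRCm38), the osteopontin gene, rose by a log2 fold change of 5.14 (SE 0.25) in neonatal CD11c+ against neonatal CD11c− microglia and by 2.53 (SE 0.26) in EAE CD11c+ against EAE CD11c− microglia. The effect was larger in neonates by 2.61 log2 units (SE 0.33, adjusted p = 0.00020 in edgeR's quasi-likelihood test of the interaction). In EAE its level was 449 ± 74.0 CPM (SD, n = 3) in CD11c+ and 77.7 ± 17.2 in CD11c− cells. Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) rose by 3.02 (SE 0.29) and 3.96 (SE 0.53) in the same comparisons, with no difference between the effects past the test (-0.94, SE 0.64, adjusted p = 0.44 in the same edgeR quasi-likelihood test). Relative to adult microglia, Igf1 rose in neonatal CD11c− (4.35 (SE 0.40)) and neonatal CD11c+ microglia (7.37 (SE 0.43)), and Spp1 did so as well (3.88 (SE 0.28) and 9.02 (SE 0.35)).

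**Figure D4:**
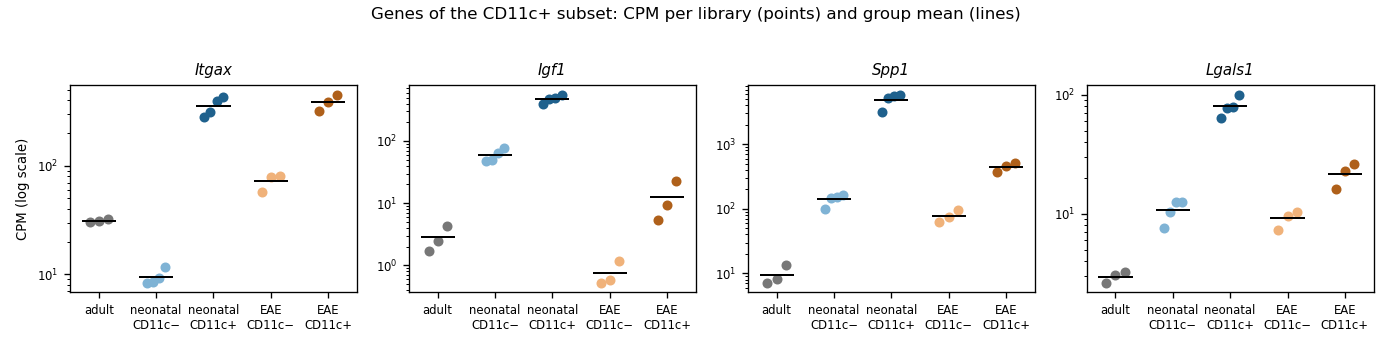
Levels of Itgax, Igf1, Spp1 and Lgals1 in CPM on a log scale, with a point per library and black lines at group means; values under 0.05 CPM are drawn at 0.05.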

Importantly, oligodendrocyte supportive genes such as *Spp1* and *Igf1* were most abundant in CD11c^+^ microglia. They significantly expressed *Bmp2,* a gene for a protein that promotes astrocyte differentiation, *Csf1* that induces microglial proliferation as well as genes involved in axonal guidance such as *Cxcl12, Ntn1, Sema7a*, and *Plxna2*. Moreover, CD11c^+^ microglia expressed *Gpx3* and *Ptn* that promote neurite outgrowth, *Lgals1* promoting axonal growth, neuroprotective *Gpnmb, Adam19* known to shed neuregulin isoforms (Fig 6B), and tissue remodeling metalloproteinases: *Mmp12, Mmp19*, and *Mmp24* (not shown).

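Bmp2, a bone morphogenetic protein, had 10.3 ± 3.96 CPM (SD, n = 4) in neonatal CD11c+, 0.925 ± 0.492 in neonatal CD11c− and 0.390 ± 0.343 in adult microglia (n = 3), with a log2 fold change of 3.41 (SE 0.46) against neonatal CD11c− microglia. Csf1 rose by 2.08 (SE 0.13) against neonatal CD11c− and 3.68 (SE 0.15) against adult microglia, and Cxcl12, the ligand of CXCR4, from 0.487 ± 0.236 and 0.756 ± 0.231 to 3.44 ± 0.398 CPM. The netrin gene Ntn1 had 1.70 ± 0.681 CPM, and rose against neonatal CD11c− (0.332 ± 0.244 CPM) and adult microglia (0.361 ± 0.328 CPM). Sema7a and Plxna2, a semaphorin and a plexin, had 1.31 ± 0.567 and 1.96 ± 0.412 CPM and rose against adult microglia (0.164 ± 0.0853 and 0.128 ± 0.131 CPM). Against neonatal CD11c− microglia (0.327 ± 0.222 and 0.618 ± 0.318 CPM) their adjusted p was 0.039 and 0.038 in edgeR's quasi-likelihood test, with a log2 fold change of 1.64 (SE 0.51) for Plxna2. In EAE CD11c+ microglia, Csf1 rose by 0.63 (SE 0.14) against EAE CD11c− microglia, a smaller effect than in neonates (interaction 1.45, SE 0.19, adjusted p = 0.00022 in the same edgeR quasi-likelihood test). Of the 16 genes of this kind named by the study, which chose them on these samples so that they are not independent evidence, 8 and 15 rose in neonatal CD11c− and neonatal CD11c+ microglia against adult microglia and 12 rose in neonatal CD11c+ against neonatal CD11c− microglia (8, 16 and 16 over the list alone).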

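Gpx3 rose by a log2 fold change of 1.72 (SE 0.17) in neonatal CD11c+ against neonatal CD11c− microglia and 7.20 (SE 0.28) against adult microglia. Ptn, the pleiotrophin gene, had 3.81 ± 2.29 CPM (SD, n = 4) in neonatal CD11c+, 1.10 ± 0.585 in neonatal CD11c− and 0 counts in all adult libraries (floor 0.3245 to 0.4 CPM), and did not pass between the neonatal subsets (1.82, SE 0.52, adjusted p = 0.031 in edgeR's quasi-likelihood test). Lgals1, the galectin-1 gene, had 80.2 ± 15.0, 10.8 ± 2.37 and 2.97 ± 0.311 CPM in neonatal CD11c+, neonatal CD11c− and adult microglia. Gpnmb rose by 9.34 (SE 0.47) against adult microglia. Adam19, a metalloprotease, rose to 10.5 ± 3.92 from 2.93 ± 0.487 CPM in neonates and fell to 2.67 ± 0.935 in EAE CD11c+ from 11.6 ± 3.95 CPM in EAE CD11c− microglia, with an interaction of 3.94 log2 units (SE 0.49, adjusted p = 0.00017 in the same edgeR quasi-likelihood test). Of the matrix metalloproteinases, Mmp12 and Mmp19 rose in neonatal CD11c+ against neonatal CD11c− microglia (2.29 (SE 0.52) and 1.41 (SE 0.17)), at 4.16 ± 2.23 and 12.8 ± 1.43 CPM. Mmp24 had 1.23 ± 0.737, 0.191 ± 0.197 and 0.254 ± 0.220 CPM in neonatal CD11c+, neonatal CD11c− and adult microglia, and did not pass against neonatal CD11c− (adjusted p = 0.031) or adult microglia (adjusted p = 0.021) in edgeR's quasi-likelihood test.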

Gene expression levels of selected gene candidates encoding secreted proteins involved in neurodevelopment, including *Csf1, Spp1*,* Cxcl12*,* Gpx3, Ntn1*, and *Lgals1*, were compared in neonatal microglia, OPCs, astrocytes, and neurons, sorted from PN4‐7 brains. These genes were expressed in all of the sorted cell populations. Microglia were the major source of *Spp1* and *Lgals1* (Fig 6C and D), and they also expressed significantly higher levels of *Gpx3* than astrocytes and neurons (Fig 6E). *Cxcl12* was equally expressed by all of investigated cell populations. *Ntn1* was expressed predominantly by OPCs and astrocytes and *Csf1* mainly by neurons, OPCs, and astrocytes (data not shown). *Spp1*,* Lgals1*, and *Gpx3* transcripts were further compared in CD11c^+^ and CD11c^−^ microglial populations. CD11c^+^ microglia expressed much higher levels of *Spp1* (30‐fold), *Lgals1* (sevenfold), and *Gpx3* (threefold) than their CD11c^−^ counterparts (Fig 6F–H).

### CD11c‐targeted toxin regimens resulted in Itgax upregulation in neonatal brain

Having shown that CD11c^+^ microglia are a major source of many neurodevelopmentally important genes as well as being a critical source of IGF1 for myelinogenesis, we then asked the functional consequence of removal of these cells for developing brain. CD11c‐iDTR mice that express diphtheria toxin receptor under control of a CD11c/*Itgax* promoter and WT littermates were injected with diphtheria toxin (DT) at days PN1 and PN3. Flow cytometry analysis, 48 h after the last DT injection, showed no difference in the percentage of CD11c^+^ microglia compared to WT littermates (data not shown). Notably however, *Itgax* expression was significantly elevated in the brains of these mice, while *Igf1* expression did not change (Fig 7A). Similar findings were obtained in PN7 CD11c‐DTA mice that express diphtheria toxin‐A subunit under a CD11c/*Itgax* promoter—*Itgax* expression was significantly upregulated and *Igf1* expression was not altered (Fig 7B) in transgenic mice compared to WT littermates. In a separate approach, we injected saporin toxin conjugated to anti‐CD11c antibodies into the corpus callosum and cerebellum of PN3 mice. Similar to the two other depletion strategies, we observed upregulation of *Itgax* and unchanged *Igf1* (Fig 7C) expression in comparison with isotype control‐treated mice. Interestingly, we also observed a dramatic increase in CD11c^+^ microglia as a percentage of total microglia (Fig 7D and E) with unchanged absolute numbers (Fig 7F). A concomitant decrease in total microglia (Fig 7G) may be explained by CD11c^−^ microglia having also expressed itgax and therefore becoming CD11c^+^ in response to this stimulus. Taken together, the similarity in response of CD11c^+^ microglia to three distinct toxin regimens underlines their unique status in the developing CNS.

**Figure 7:**
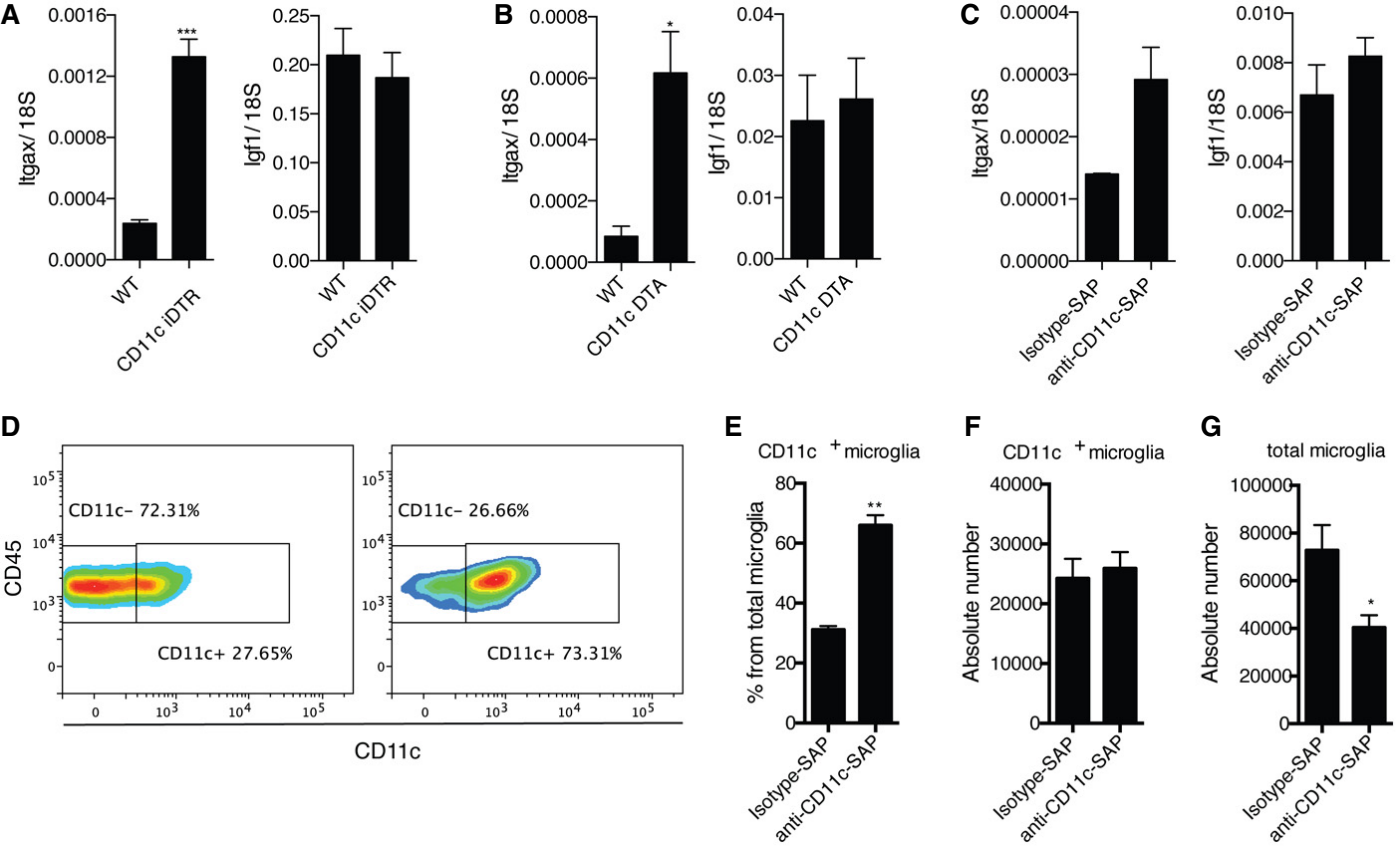
Effect of CD11c‐directed depletion strategies A–CExpression of *Itgax* and *Igf1* in PN5 brains of CD11c iDTR mice (*n* = 6) and WT littermates (*n* = 3) treated with DTx at days 1 and 3 after birth (A); PN7 brains of CD11c DTA mice (*n* = 5) and WT littermates (*n* = 3) (B); PN5 WT brains I.C. injected with saporin toxin conjugated with anti‐CD11c (*n* = 6) or isotype control antibody (*n* = 5) (C).D–GRepresentative flow cytometry profiles (D) and flow cytometry analysis showing percentage from total microglia (E) and absolute numbers of CD11c^+^ microglia (F) as well as absolute numbers of total microglia (G) in PN5 WT brains I.C. injected with saporin toxin conjugated with anti‐CD11c (*n* = 6) or isotype control antibody (*n* = 5).Data information: Data are based on at least two experimental repeats. Data are presented as means ± SEM; each *n* represents an individual mouse. *P*‐values were determined by two‐tailed Mann‐Whitney *U*‐test. ns, not significant; *P <* *0.05; **P <* *0.01; ***P <* *0.001.

### Clusters of repopulating microglia in adulthood contain CD11c^+^ microglia

In contrast to developing CNS, where depletion of microglia has never exceeded 50% (Ueno *et al*, 2013), near‐total ablation has been shown for adult mice (Bruttger *et al*, 2015). Recently, some of us demonstrated that 7 days after microglial ablation from adult CNS, using a CX3CR1^CreER^ iDTR model, micro‐clusters containing highly proliferating microglia were present throughout the CNS (Bruttger *et al*, 2015). We further analyzed these repopulating cells by RNA‐seq and showed overexpression of *Itgax* (CD11c) and other genes associated with CD11c^+^ microglia such as *Igf1, Spp1*, and *Gpnmb*, in comparison with microglia from naïve adult mice (Fig 8A). Moreover, some clusters of repopulating microglia contained CD11c^+^ cells (Fig 8B). These cells were also observed outside the clusters, likely migrating to and colonizing the tissue (Fig 8C). Interestingly, virtually all microglia in the clusters were nestin‐positive (not shown). Next, we determined the overlap between the WGCNA modules and up‐ and downregulated genes of the repopulating microglia. Genes that were upregulated in repopulating microglia, in comparison with control microglia, showed significant overlap for red (“translation”) and blue modules (“immune system processes”), while downregulated genes for the blue module (Fig 8D). These data suggest that after ablation, repopulating adult microglia, similar to neonates, express nestin and CD11c but do not show a neurogenic gene expression profile. Thus, the novel neuro‐ and myelinogenic CD11c^+^ microglial phenotype that we have described is unique to neonatal CNS.

**Figure 8:**
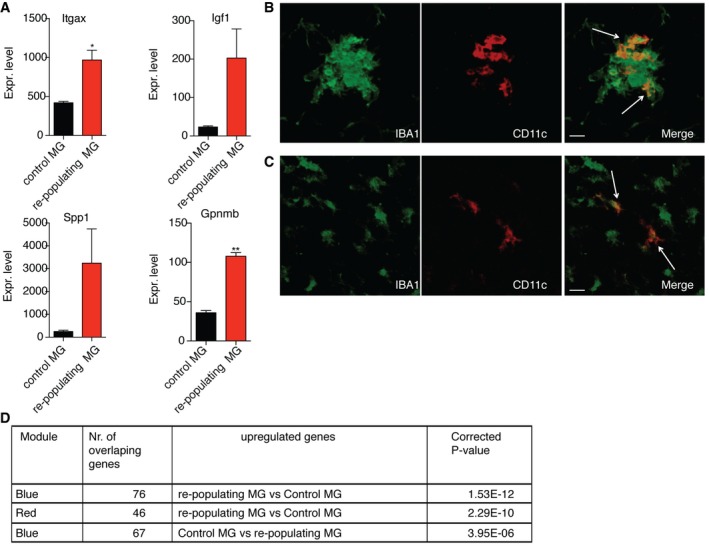
Clusters of repopulating microglia in adult mice contain CD11c^+^ microglia AGene expression values of *Itgax*,* Igf1*,* Spp1*, and *Gpnmb* in control microglia (*n* = 2) and repopulating microglia (*n* = 3) obtained from RNA‐seq analysis. Each *n* represents a pool of two individual mice. *P*‐values were determined by Student's *t*‐test. ns, not significant; *P <* *0.05; **P <* *0.01.B, CConfocal microscopic analysis showing co‐localization of CD11c (red) and IBA1 (green) within (B) and outside the repopulating microglia cluster (C) in brain stem of adult CX3CR1^CreER^ iDTR mouse 7 days after DTx treatment (*n* = 2). Arrows point to IBA1, CD11c double positive cells. Scale bars = 15 μm.DTable showing significant correlation of the up‐ and downregulated genes from repopulating microglia with two modules (red and blue) from Fig 3.Data information: Data are based on at least two experimental repeats. Data are presented as means ± SEM.

## Discussion

We have identified a unique, myelinogenic phenotype of neonatal microglia. They are distinct from adult, EAE, and repopulating microglia. We have shown that a CD11c^+^ microglial subset significantly increases in early postnatal brain and then dramatically contracts as animals mature to adulthood. These microglia are a major cellular source of *Igf1*,* Spp1, Lgals1*,* Gpx3*, and other genes associated with neurogenic and myelinogenic processes in the neonatal brain, which is supported by effects of selective *Igf1* ablation from CD11c^+^ microglia on myelin gene expression and myelination in 3‐week‐old mice. These findings identify neonatal microglia, and especially the CD11c^+^ subset, as key players in neurodevelopment.

Microglia include functionally distinct subsets that can be distinguished by expression of the integrin CD11c, also known as complement receptor‐4 (CR4). CD11c‐expressing microglia have been found in several neuroinflammatory and neurodegenerative conditions possibly responding to CNS damage (Butovsky *et al*, 2006; Remington *et al*, 2007). We have previously shown that this subset of microglia expands in cuprizone‐demyelinated corpus callosum (Remington *et al*, 2007; Wlodarczyk *et al*, 2015), in EAE (Wlodarczyk *et al*, 2014), and in neuromyelitis optica (NMO)‐like pathology (Wlodarczyk *et al*, 2015). Now we show that the great majority of CD11c^+^ cells in the neonatal brain are microglia. Similar to microglia populations from EAE (Wlodarczyk *et al*, 2014, 2015), they express IBA1, CX3CR1 and, in contrast to blood‐derived cells, do not express CCR2. Microglia have been recently shown to undergo temporal developmental stages characterized by different gene expression profiles (Matcovitch‐Natan *et al*, 2016) and to mature in the second postnatal week (Bennett *et al*, 2016). Our data, in agreement with these studies, show that the gene expression profile of neonatal microglia significantly differed from adult homeostatic microglia and in addition from that seen during EAE, showing myelin‐ and neurogenic in neonates versus an immune response signature in EAE. 

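Across the lists, the mean of both neonatal subsets differed from the mean of both EAE subsets in opposite directions for different functions. Lower in neonates were 11 of 14 complement and Fc receptor genes, with 1 higher (11 and 1 over the list alone): C4b by -6.39 (SE 0.21) and Fcgr4 by -3.71 (SE 0.12) on the log2 scale. Higher were 9 of 16 genes that the study names for neonatal CD11c+ microglia, grouped here as neurosupportive (9 over the list alone), and none was lower. Among the 9 were Igf1, Bmp2 (0.925 ± 0.492 and 10.3 ± 3.96 CPM in neonatal CD11c− and neonatal CD11c+, SD, n = 4 each, against 0.0434 ± 0.0752 and 0.159 ± 0.177 CPM in EAE CD11c− and EAE CD11c+ microglia, n = 3 each) and Gpx3 (log2 fold change 3.03 (SE 0.15)). The study chose the 16 genes on these samples, so they are not independent evidence. Markers of other cells differed too: 8 of 8 of blood monocytes and 8 of 9 of neutrophils were lower in neonates and 8 of 8 of border macrophages higher (8, 8 and 8 over each list alone). Of the neuroectodermal genes, Nes differed by 3.02 (SE 0.13) and Vim by -1.30 (SE 0.19), in opposite directions. The camera test gave adjusted p = 6.3e-09 for complement and Fc receptors (adjusted p = 0.0052 with an estimated correlation) and 5.5e-06 for the neurosupportive list (adjusted p = 0.024 with an estimated correlation).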

In line with the fact that neonatal mice have been shown to be resistant or to have delayed onset of EAE in comparison with adult mice (Smith *et al*, 1999; Cravens *et al*, 2013), our findings suggest that the neurosupportive capacity of microglia decreases with aging.

A role for microglia in neurodevelopment is increasingly accepted. Microglia have been reported to prune or sculpt developing synaptic connections, and a role for complement has been proposed (Stevens *et al*, 2007; Schafer *et al*, 2012). Microglia are defined by expression of CR3 (CD11b) and we show important anti‐inflammatory and myelinogenic roles for CR4/CD11c‐expressing microglia. We have not examined the role of complement, but instead show dramatic and provocative correlation between expression of this receptor with myelinogenic capabilities, about which very little has been reported. We demonstrate that CD11c^+^ microglia expressed the majority of myelinogenic *Igf1* in the developing brain. IGF1 is necessary for neurodevelopment both in humans and in mice. Rare cases of IGF1 deficiency in humans are characterized by growth alteration, microcephaly, sensorineural deafness, and delayed psychomotor development (reviewed in Netchine *et al*, 2011). Deficiency of *Igf1* and its receptor in mice is usually postnatally lethal and those mice that survive to adulthood show microcephaly associated with increased neuronal death and myelination impairment (Beck *et al*, 1995). Expression of myelin‐specific proteins as well as oligodendrocyte numbers in the developing corpus callosum is significantly reduced in *Igf1*‐deficient mice (Ye *et al*, 2002). In contrast, mice with transgenic overexpression of *Igf1* have larger brains, increased populations of neurons and oligodendrocytes as well as enhanced myelin production (reviewed in de la Monte & Wands, 2005). Neurons, OPCs, and microglia have all been reported to express *Igf1* (Liu *et al*, 1994; Mueller *et al*, 2013; Suh *et al*, 2013; Ueno *et al*, 2013) but their relative importance in postnatal development has not been defined so far. Microglial *Igf1* was recently shown to support layer V cortical neuron survival during postnatal development (Ueno *et al*, 2013). We have now shown that even partial depletion of *Igf1* in CD11c^+^ microglia leads to reduction in brain weight, decrease in *Plp*,* Mbp, Mag*, and *Mog* expression in brain, and is associated with higher frequency of less myelinated fibers in corpus callosum. We showed that highly myelinating areas such as the developing corpus callosum and cerebellum are colonized specifically by CD11c^+^ microglia, which further supports that through their high *Igf1* expression these cells influence myelin formation within these structures. Thus, as the major source of *Igf1*, the CD11c^+^ subset of microglia plays a critical role in primary myelination and neuronal support in the neonatal CNS.

We show that neonatal microglia express many genes that are important for brain formation. 

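Of 19 measured growth and trophic factor genes, 8 rose in neonatal CD11c− and 9 in neonatal CD11c+ microglia relative to adult microglia, and 4 and 5 fell (8 and 9 rose and 7 and 5 fell over the list alone). Gas6, a ligand of receptors that mediate the uptake of dying cells, rose in both, from 215 ± 4.47 CPM (SD, n = 3) in adult to 1014 ± 167 in neonatal CD11c− and 1153 ± 78.3 in neonatal CD11c+ microglia (n = 4 each), with a difference of 0.19 (SE 0.12) log2 units between the subsets. Igf1, Spp1, Csf1 and Bmp2, by contrast, were among the 5 members higher in neonatal CD11c+ than in neonatal CD11c− microglia (5 over the list alone), and none was lower. The median log2 fold change of the list was -0.26 in neonatal CD11c+ against adult microglia and its mean 1.64, so that the sign depends on the measure. The camera test gave adjusted p = 0.00079 for that comparison (adjusted p = 0.032 with an estimated correlation) and 8.9e-09 between the subsets.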

Although genes associated with developmental processes were expressed in both subsets of neonatal microglia, this was much more pronounced in the CD11c^+^ population. CD11c^+^ microglia may contribute to shaping axonal organization in the CNS through expression of well‐described axonal guidance signals such as *Cxcl12, Ntn1, Plxna2*, and *Sema7a*. They may stimulate neuronal and neurite outgrowth and astrocytogenesis through expression of *Ptn* (Garcia‐Gutierrez *et al*, 2014), *Gpx3* (Buchser *et al*, 2012), and *Bmp2* (Nakashima *et al*, 1999), respectively, and affect remodeling processes in the developing brain tissue by expression of metalloproteinases *Mmp12, Mmp19*, and *Mmp24*. CD11c^+^ microglia are therefore seen to be involved in promoting and directing organization of the developing CNS.

Microglia colonize the neuroepithelium very early during neurodevelopment (Ginhoux *et al*, 2010) and are autonomously maintained through proliferation (Ajami *et al*, 2007). Both CD11c^+^ and CD11c^−^ populations of microglia proliferated equivalently in response to neuroinflammation (Wlodarczyk *et al*, 2015). The mechanism by which the number of CD11c^+^ microglia is regulated during brain maturation is obviously of key importance. Neonatal CD11c^+^ microglia are themselves a source of *Csf1,* which suggests that these cells may represent a self‐renewing population, since microglial development and maintenance is highly dependent on CSF1R signaling (Elmore *et al*, 2014), and mice deficient in CSF1R almost completely lack microglia (Ginhoux *et al*, 2010). Neonatal microglia upregulate genes involved in cell division and their number increases rapidly during the first postnatal days. Our findings show that CD11c^+^ microglia survive and show a unique response to antibody‐directed as well as cell‐intrinsic and cell‐extrinsic transgenic toxicity, and indirectly suggest that besides proliferation, they may also be reconstituted from the CD11c^−^ microglia population.

Interestingly, both of the neonatal microglia populations that we studied, and therefore all neonatal microglia, express nestin at a similar level as other brain cell populations such as OPCs, astrocytes, and neurons. Nestin expression by neonatal microglia was transient and significantly decreased in adulthood. Microglia have been shown to express *Nes* and *Vim* also in naïve adult rat brain (Takamori *et al*, 2009), and nestin‐expressing microglia have been shown to act as multipotential stem cells that give rise to neurons, astrocytes, or oligodendrocytes *in vitro* (Yokoyama *et al*, 2004). Recently, nestin expression has been demonstrated in repopulating adult microglia after their genetic ablation (Bruttger *et al*, 2015) and in inflammatory‐activated microglia (Krishnasamy *et al*, 2017), pointing to nestin‐positive microglia progenitors with high proliferative potential (Elmore *et al*, 2014). Here, we show that the clusters of such repopulating microglia are rich in CD11c^+^ Nes^+^ microglia. However, they do not show a neonatal‐like gene signature, identifying the neonatal neurogenic phenotype of microglia as unique and transient.

The CD11c^+^ microglial response is not restricted to neurodevelopment. Despite their immune response gene signature and being less myelinogenic/neurogenic than neonatal microglia, evidence suggests that they may be involved in regenerative processes in adulthood. CD11c^+^ microglia express *Igf1* (Wlodarczyk *et al*, 2015) and *Lgals1* during EAE in adult animals, although this expression is significantly lower than in neonatal CD11c^+^ microglia (Wlodarczyk, unpublished observations). Galectin‐1 encoded by *Lgals1* promotes neurite outgrowth and has been reported to promote axonal regeneration (Horie *et al*, 1999; McGraw *et al*, 2004; Quinta *et al*, 2014). It also suppresses microglial activation (Starossom *et al*, 2012), promotes apoptosis of activated T cells, and has immunoregulatory properties in models of autoimmune diseases (Camby *et al*, 2006) including amelioration of EAE (Starossom *et al*, 2012). In the adult brain, only a small pool of CD11c^+^ microglia remains, being available when needed for immunoregulation, regeneration, and remyelination, for instance in response to brain damage. Increase in this subset in EAE as well as in cuprizone‐mediated acute demyelination and NMO‐like pathology (Remington *et al*, 2007; Wlodarczyk *et al*, 2014, 2015) argues for stimulus‐dependent response. Neonatal population dynamics were recapitulated in the adult brain, where the expanded population of cuprizone‐induced CD11c^+^ cells contracted dramatically upon withdrawal of the demyelinating stimulus (Remington *et al*, 2007). This suggests a more general response to loss of homeostasis, which will be further studied.

Taken together, we identify neonatal CD11c^+^ microglia as a potent and inducible source of developmental proteins for neurogenesis, and myelinogenesis in the developing CNS.

## Materials and Methods

### Mice

C57BL/6j bom female mice aged 7–8 weeks were obtained from Taconic Europe A/S; CX3CR1^GFP/GFP^ and CCR2^RFP/RFP^, CD11c^Cre‐GFP^ (Stranges *et al*, 2007) and Igf1^fl/fl^ were obtained from The Jackson Laboratory and maintained as a breeding colony (CX3CR1^GFP/GFP^ and CCR2^RFP/RFP^ were crossed with B6 mice to obtain heterozygotes) in the Biomedical Laboratory, University of Southern Denmark (Odense). All experiments performed in Denmark were approved by the Danish Animal Experiments Inspectorate (approval number 2014‐15‐0201‐00369). CX3CR1^CreER^, CD11c^Cre^, DTA, and iDTR mice were housed in specific pathogen‐free conditions and used in accordance with the guidelines of the Central Animal Facility Institution (ZVTE, University of Mainz). Neonatal mice (p2‐p21) used for experiments were of mixed sex.

### EAE model

Seven‐ to ten‐week‐old female mice were immunized by injecting subcutaneously 100 μl of an emulsion containing 300 μg of myelin oligodendrocyte glycoprotein (MOG)p35–55 (TAG Copenhagen A/S, Frederiksberg, Denmark) in incomplete Freund's adjuvant (DIFCO, Albertslund, Denmark) supplemented with 400 μg H37Ra *Mycobacterium tuberculosis* (DIFCO). *Bordetella pertussis* toxin (300 ng; Sigma Aldrich, Brøndby, Denmark) in 200 μl of PBS was injected intraperitoneally at day 0 and day 2. Animals were monitored daily from day 5 and scored on a 7‐point scale as follows: 0, no symptoms; 1, partial loss of tail tonus; 2, complete loss of tail tonus; 3, difficulty walking; 4, paresis in both hind legs; 5, paralysis in both hind legs; and 6, front limb weakness. Due to ethical consideration, mice were sacrificed when they reached grade 6 or 24 h after hind legs paralysis.

### Microglia depletion strategies

For CD11c^+^ microglia depletion, CD11c‐iDTR mice and WT littermates were injected subcutaneously with 25 ng/g body weight of DT 1 and 3 days after birth and were sacrificed 5 days after birth.

C57BL/6j bom PN3 pups were randomized into two groups and injected intracerebrally into two areas of the brain (coordinates: 2.2 mm anterior, 1.0 mm ventral and 1.0 posterior, 1.2 ventral) with 1.3 μg of biotinylated anti‐CD11c antibody (N418; eBioscience) or biotinylated anti‐hamster IgG (Jackson ImmunoResearch) conjugated to streptavidin‐saporin (ATS) prepared according to the manufacturer's protocol. Pups were sacrificed 2 days after injection.

For microglia depletion in CX3CR1^CreER^ iDTR mice, first 2 mg tamoxifen was administered subcutaneously (s.c.) twice on postnatal days 12 and 14, and then at age of 8 weeks, mice were injected intraperitoneally (i.p.) with 500 ng diphtheria toxin (DT; Merck Millipore) three times, with a 1‐day interval between each injection (Bruttger *et al*, 2015).

### Magnetic‐activated cell sorting (MACS)

To isolate cells from brain PN3‐7, mice were sacrificed, brain tissue was collected, and single cell suspensions were generated using Neural Tissue Dissociation Kit (P) (Miltenyi Biotec) for OPC, CD11b^+^ cells (microglia), and astrocyte isolation, or Neural Tissue Dissociation Kit ‐Postnatal Neurons (Miltenyi Biotec) for neuron isolation. Cells were isolated by magnetic separation using CD140a (PDGFRα) MicroBead Kit (Miltenyi Biotec), CD11b (Microglia) MicroBeads (Miltenyi Biotec), anti‐ACSA‐2 MicroBead Kit (Miltenyi Biotec), or Neuron Isolation Kit (Miltenyi Biotec). All steps were done according to the manufacturer's protocols.

### Fluorescence‐activated cell sorting (FACS) and flow cytometry

To isolate microglia from brain, PN2‐PN5, PN7, PN28, and 8‐ to 12‐week‐old mice were anaesthetized with 200 mg/kg of pentobarbital and intracardially perfused with ice‐cold PBS. Brain tissue was collected and a single cell suspension was generated by forcing through a 70‐mm cell strainer (BD Biosciences). Mononuclear cells were collected after centrifugation on 37% Percoll (GE Healthcare Biosciences AB). They were first incubated with anti‐Fc receptor (Clone 2.4G2; 1 mg/ml; BD Pharmingen) and Syrian hamster IgG (50 mg/ml; Jackson Immuno Research Laboratories Inc.) in PBS, 2% fetal bovine serum (FBS), then with anti‐CD45 (Clone 30‐F11; Biolegend), anti‐CD11b (Clone M1/70; Biolegend), and biotin‐conjugated anti‐CD11c (Clone HL3; BD Pharmingen) antibodies in PBS, 1% FBS, and finally with streptavidin‐APC (Biolegend). Cell populations were gated based on isotype‐matched control antibodies as CD45^dim^ CD11b^+^ CD11c^−^ (CD11c^−^ microglia), CD45^dim^ CD11b^+^ CD11c^+^ (CD11c^+^ microglia) and sorted on a FACSAria™ III cell sorter (BD Biosciences) or data were collected on an LSRII™ flow cytometer (BD Biosciences) and analyzed using FACSDiva™ software version 6.1.2 (BD Biosciences). For the analysis of nestin expression after extracellular staining (as above), cells were fixed and permeabilized using BD Cytofix/Cytoperm™ according to the manufacturer's protocol and stained with anti‐nestin and corresponding isotype control (Clone 307501; R&D Systems).

### RNA extraction, quantitative RT–PCR (RT–qPCR)

FACS‐sorted CD11c^+^ and CD11c^−^ microglia were placed in RLT buffer (Qiagen) and total RNA was extracted using RNeasy columns as per the manufacturer's protocol (Qiagen). MACS‐sorted neurons, OPCs, CD11b^+^ cells, and astrocytes were placed in QIAzol Lysis Reagent and total RNA was extracted using miRNeasy Micro Kit according to the manufacturer's protocol (Qiagen). Reverse transcription was performed with M‐MLV reverse transcriptase (Invitrogen) according to the manufacturer's protocol. Quantitative real‐time PCR (qPCR) was performed with 1 μl cDNA in a 25 μl reaction volume containing Maxima^®^ Probe/ROX qPCR Master mix (Fermentas), TaqMan^®^ PreAmp Master Mix Kits for *Cxcl12*: Mm00445553_m1, *Ntn1*: Mm00500896_m1, *Lgals1*: Mm00839408_g1, *Gpx3*: Mm00492427_m and *Nes*: Mm00450205_m1, *Spp1*: Mm00436767_m1, *Mog*: Mm00447824_m1*, Plp*: Mm01297210_m1*, Mbp*: Mm01266402_m1, *Mag*: Mm00487538_m1. For *Igf1*, Maxima^®^ SYBR Green/ROX qPCR Master Mix (2X) Probe/ROX qPCR Master Mix (Fermentas) with forward and reverse primers (800 nM; from ATGC) were used. *Igf1* primer sequences were as follows: For: CCG AGG GGC TTT TAC TTC AAC AA; Rev: CGG AAG CAA CAC TCA TCC ACA A. PCR were done on an ABI Prism 7300 Sequence Detection System (Applied Biosystems). Results were expressed relative to *18S* rRNA (2^ΔCT^ method) as endogenous control (TaqMan^®^ Ribosomal RNA control Reagents kit; Applied Biosystems). cDNA was diluted 1/500 for *18S* rRNA analysis.

### Genomic PCR

DNA was extracted by DNeasy Blood & Tissue Kit (Qiagen) according to the manufacturer's protocol, and quantitated using NanoDrop (ThermoFisher). To detect Cre‐induced recombination, PCR on 90 ng DNA was performed as described previously (Liu *et al*, 1998) using ID‐3: CACTAAGGAGTCTGTATTTGGACC; ES‐1: AGCCTCTCAACTAAGACAATA primers.

### RNA sequencing

RNA quality check was done using an Agilent bioanalyzer, and only high‐quality samples were used (RIN > 7) for sequencing. Sequence libraries were prepared using the Illumina Truseq RNA sample preparation kit. RNA sequencing was performed at the Genome Analysis Facility of the University Medical Center Groningen with an Illumina Hiseq 2500. Single‐read 50‐bp sequencing was done, aligned to the ensemble reference genome using the Star 2.3.1 l aligner (Dobin *et al*, 2013), allowing for two mismatches. Samtools 0.1.19 was used to sort the aligned reads (Roussos *et al*, 2012). Quantification was done using HT‐seq count 0.5.4 (Anders *et al*, 2015). Between 6 and 11 million uniquely aligned reads per sample were generated. Count data were loaded in R and analyzed with the EdgeR BioConductor Package (Robinson *et al*, 2010). Differential gene expression was done between groups of interest (Dataset EV1). Heatmaps were generated with heatmap2 function of package gplots. Functional annotation was done using DAVID (Huang *et al*, 2009).

Detailed procedures for RNA‐seq of repopulating microglia including data analysis are described in Bruttger *et al* (2015).

### Weighted gene co‐expression network analysis (WGCNA)

WGCNA (Langfelder & Horvath, 2008) was applied to the count per million (CPM) expression data. A co‐expression network was constructed with a beta value of 20. Genes were clustered into branches of highly expressed genes, and modules were identified with the tree cut algorithm with the additional PAM stage. Six binary variables were generated that were used to calculate the module trait relationships in which all groups were set to zero with the exception of particular groups of interest: control (1's for microglia obtained from healthy control brain), CD11c (1's for both EAE CD11c and neonatal CD11c), EAE (1's for CD11c negative and microglia obtained from EAE brains), neonatal (1's for CD11c negative and microglia obtained from neonatal brains), CD11c EAE, and CD11c neonatal. In addition, a between‐group Kruskal–Wallis test was applied to the Module Eigengene values, to detect overall differential expression. Modules were functionally annotated using DAVID (Huang *et al*, 2009).

### Histology

Seventy‐micrometer or twelve‐micrometer sections from 4% PFA‐fixed, frozen brains, or spinal cords of perfused mice were cut on a cryostat and stored in de Olmos cryoprotectant solution (Khorooshi & Owens, 2013) at −14°C or in −20°C on Superfrost Plus slides (Thermo Scientific), respectively. Sections were washed in PBS and incubated for 10 min in ice‐cold acetone or 30 min with 10% methanol, 10% H_2_O_2_ in PBS to block endogenous peroxidase. After repeated rinses with 0.2% Triton X‐100 in PBS (PBST), they were incubated for 1 h in 3% BSA in PBS to block unspecific binding. Next, sections were incubated overnight at 4°C with corresponding primary antibodies: rabbit anti‐IBA1 (Cat. No. 019‐19741 Wako), rat anti‐nestin antibody (7A3; Abcam), hamster anti‐CD11c (N418; Bio‐Rad), anti‐myelin PLP (Cat. No ab105784; Abcam), and rabbit anti‐laminin (Cat. No. CL54851AP; Cedarlane). Following primary antibody incubation, the sections were washed with PBST and incubated for 1 h with the appropriate secondary antibody: goat anti‐Armenian hamster IgG‐HRP (Cat. No sc‐2904; Santa Cruz Biotechnology), donkey anti‐rabbit 488 (Cat. No A21206; Invitrogen), donkey anti‐rat Alexa 594 (Cat. No A21209; Invitrogen), and goat anti‐rabbit Alexa 647 (Cat. No A21245; Invitrogen). Following secondary antibody incubation, the sections were washed with PBS and incubated for 4 min with TSA™ Plus Cy3 System (PerkinElmer).

After immunofluorescent labeling, nuclei were visualized by DAPI staining and the sections were mounted with Fluorescence Mounting Medium (DAKO). Visualization of GFP was done as previously described (Khorooshi *et al*, 2015). The sections were visualized on an Olympus FV1000MPE confocal microscope and analyzed by FV10‐ASW 4.06 software.

### Electron microscopy

Animals were sacrificed and transcardially perfused with PBS followed by a fixative containing 4% paraformaldehyde and 1.5% glutaraldehyde. After postfixation of the brains in the same fixative, sagittal sections were acquired using a vibrating microtome (Leica Microsystems, Wetzlar, Germany) with a thickness of 75 μm. The sections were stained with 0.5% osmium tetroxide in PBS for 30 min and subsequently rinsed in PBS followed by dehydration with 30, 50 and 70% ethanol. Afterward, the sections were treated with 1% uranyl acetate in 70% ethanol for 1 h, before the tissue was further dehydrated by using 80, 90, 96, 100% ethanol and finally propylene oxide. The sections were transferred in Durcupan (Sigma Aldrich, Steinheim, Germany) and embedded in between coated microscope slides and cover slips before the polymerization process at 56°C for 48 h. Regions of interest were located by light microscopy, marked, and transferred on blocks of resin for a second polymerization step. Finally, the embedded tissue was cut into semi‐thin sections and areas for ultrastructural analysis were cut into 55‐nm ultra‐thin sections using an ultra‐microtome (Leica Microsystems, Wetzlar, Germany) and transferred on Formvar‐coated grids and stained with lead citrate for 6 min. The analysis was performed using Zeiss SIGMA electron microscope (Zeiss NTS, Oberkochen, Germany).

Four different regions of the corpus callosum from each sample were analyzed. G‐ratios of transversally sectioned axons were calculated using ImageJ software and compared between groups. The analysis was performed by an investigator who was blinded to the experiment.

### Statistical analysis

No statistical methods were used to predetermine sample sizes, and exact group numbers were determined by animal availability. We ensured that the sample sizes were similar to those generally employed in the field. For each EAE experiment, at least 16 mice were immunized (av. 50% of mice show EAE symptoms required to enter the experiment). In order to collect sufficient amount of RNA for RNA‐seq analysis, each sample consisted of 10–15 pooled mice.

To obtain unbiased data, analysis of the samples was performed blinded to the genotype. Only after finalization of all quantitative measurements, the samples genotypes were decoded.

All experiments were repeated at least twice, and data are presented as means ± SEM. Statistical significance was assessed using the two‐tailed Mann–Whitney *U*‐test (GraphPad Prism 6) unless specified otherwise. Data met assumptions for the used tests. Normal distribution was assessed by Shapiro–Wilk normality test. *P*‐values < 0.05 were considered significant.

### Data availability

The datasets of RNA‐seq from adult, EAE, and neonatal microglia are deposited in Gene Expression Omnibus (GEO): GSE78809, and will become available via the Glia Open Access Database (Holtman *et al*, 2015): www.goad.education. The datasets of RNA‐seq of repopulating microglia are described in Bruttger *et al* (2015) and deposited in GEO: GSE68376.

## Author contributions

AWl, TO, AWa, and BJLE designed the work. AWl, AB‐B, IK, RK, NY, NAM, JJB‐B, JB, KK, and MK performed the experiments. AWl, IRH, MK, EWGMB, BJLE, and JB analyzed the data. AWl and TO wrote the manuscript. All authors read and approved the final manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

# Supplementary material for: A novel microglial subset plays a key role in myelinogenesis in developing brain
**Source:** EMBO J. 2017 Sep 28;36(22):3292–308. doi: 10.15252/embj.201696056
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

Expanded View Figures

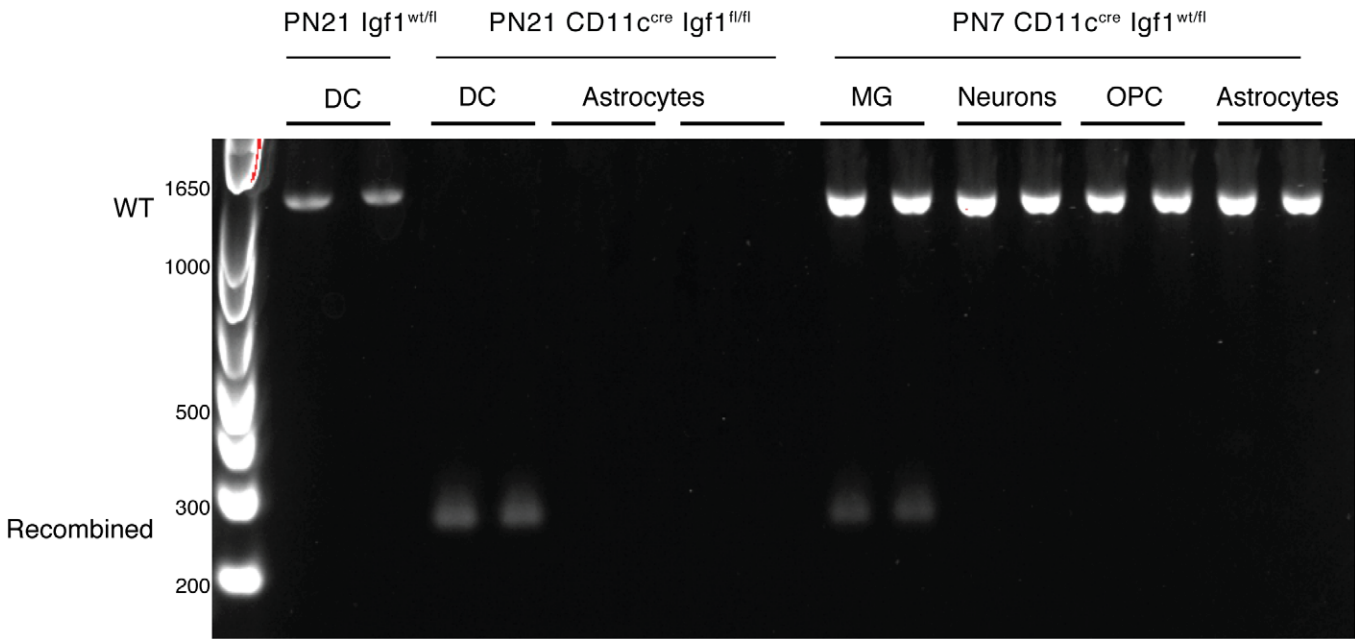

**Figure EV1. Cre recombination in microglia.**

Genomic PCR analysis of Cre recombination in MACS-sorted splenic dendritic cells (DC) from PN21 *Igf1*<sup>wt/fl</sup>; DC, astrocytes from PN21 *CD11c*<sup>Cre-GFP</sup> *Igf1*<sup>fl/fl</sup> (homozygous) as well as microglia, neurons, OPC, and astrocytes from *CD11c*<sup>Cre-GFP</sup> *Igf1*<sup>wt/fl</sup> (heterozygous). Wild-type *Igf1* gene is detected as an ~1-kb band; Cre-induced recombination is detected as an ~0.2-kb band, while the *Igf1*/flox locus cannot be amplified under the assay condition (Liu et al, 1998).

How the deposited data were processed for this re-analysis (not part of the article)

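The values behind the passages are counts of sequencing reads per gene in 17 libraries of sorted mouse microglia: 4 of neonatal CD11c+, 4 of neonatal CD11c−, 3 of EAE CD11c+, 3 of EAE CD11c− and 3 of adult microglia, each from a pool of mice. The counts were made by the authors before they were deposited: per the methods of the paper and the notes of the submitters, single reads were aligned to the mouse genome (GRCm38) with STAR 2.3.11 as the notes write it, sorted, and counted per gene with HTSeq 0.5.4, and no normalization was applied. The authors then compared the groups with edgeR (3.12.0 in the notes), grouped genes into modules with WGCNA and tested ontology terms; the modules and the ontology tests were not repeated, since neither the network package nor the annotation was at hand. Ensembl gene IDs were joined to symbols and positions of GENCODE M21, which holds 40340 of the IDs, and 17737 IDs had no count in any library. Of 595 genes in the fixed lists, 594 were matched to an ID. The count files hold no special entries such as reads outside genes.

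Groups, comparisons, tests, gene lists and alternatives were fixed before the data were examined, from the labels and the paper; the part of the paper's table of fold changes that was at hand (1999 of 13628 genes) had been seen by then. The condition of a library comes from its label, and the control libraries, labelled as total microglia in the title and as CD11c-negative in another field, were taken as adult microglia. The labels number the libraries without linking those of a sort, so no block was used. Counts per library ranged from 5115489 to 10436066. Genes with a CPM of at least 1 in at least 3 libraries were kept (13060), library sizes were scaled by TMM, and a joint model of the 5 groups was fitted with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), each comparison being a quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. A prior count of 2 entered log CPM values, while CPM levels are plain TMM-scaled values. The standard error of a log2 fold change is its size over the square root of the F statistic. A gene was called at an adjusted p of 0.01 or less and a log2 fold change of at least 1; the sets of genes higher in a neonatal subset than in both other groups use 1.5, as the paper does, and the genes shared by the CD11c+ subsets use 2. Besides the comparisons of pairs of groups, the mean of the neonatal groups was compared with the mean of the EAE groups, and the subset effect was compared between neonates and EAE as an interaction.

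Levels in single libraries are limited by counting: a count of 3, taken as the floor, is 0.2875 to 0.5865 CPM, and a gene whose mean in a group is under it is given as levels, not as a fold. On simulated counts with the dispersion of these libraries, 85 to 90 of 100 genes changed 4-fold and 29 to 38 of 100 changed 2-fold were called in the comparisons tested, and at most 1 of 12860 unchanged genes.

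Named genes follow a rule: per comparison the 8 higher and 8 lower called genes with the largest log2 fold changes whose libraries do not overlap between the groups and whose mean is at least 10 CPM in the higher group; each gene the study names for these libraries; and up to 4 members of a list with the smallest adjusted p. Genes outside it are said to be named after their values were seen, and results of some genes that meet it are not reported here. In all, 37 gene lists were tested: 5 of genes that the study names, 14 of markers of other cell types that a sort could hold, and the rest of functions. Each list was tested with camera at a preset correlation of 0.01 and, as an alternative, with a correlation estimated from the data, and with fry, with adjustment over the lists of a comparison. Members past an adjusted p of 0.01 were counted over all genes and over the list alone. Distances between libraries use the 500 most different genes of each pair, with 100000 permutations of the library labels. Clusters come from k-means with 7 centres on scaled log2 CPM, and 6 and 8 were tried.

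The alternatives were DESeq2 1.42.0 size factors in edgeR, its Wald test, the likelihood ratio test of edgeR, limma voom with quality weights, other filters, mitochondrial genes left out of the library size, a fit of only the groups compared, other thresholds, and each library left out in turn. Runs without libraries 1 and 17 were added after seeing the data, and so was the count of list members without library 16. Splits of the libraries against their labels were run for each count, up to 100 per comparison. Profiles of marker genes over the libraries of a group were compared with a pseudocount of 0.5. Adult libraries are shared by the neonatal and EAE comparisons, and 20 sets of unchanged groups with shared controls were simulated. The microscopy, flow cytometry, PCR and later sequencing data of the paper were not analysed here.

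As a check of the mapping of groups, the log2 fold changes were compared with the part of the authors' table at hand: over 1827 genes tested in both, the median absolute difference was 0.00332 to 0.0259 log2 units in the 6 comparisons, with the same sign in 98.5% to 100% of genes.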

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

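The splits of the libraries, the test of other normalizations, of the 203 genes higher in neonatal CD11c+ microglia and of the 12 higher in neonatal CD11c− microglia were set before the data were seen; the other tests of sorted cells, of a common scaling factor and of neuronal RNA were chosen only after the result was seen.

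Of 114 sets of library values tested with Dixon's ratio, which chance alone passes about 1 time in 20, 7 stood apart from the rest of their group: the mitochondrial percentage of neonatal CD11c+ library 13 (1.312) and neonatal CD11c− library 17 (5.103), and the CPM of P2ry12 (8655), Cspg4 (0) and Bmp2 (0.1905) in neonatal CD11c− library 17, Gm26902 (0.1547) in library 18 and Stra6l (0.2319) in library 19. Of 53 genes named by the study, 9 had a CD11c+ effect that differed between neonates and EAE at an adjusted p of 0.01 or less in edgeR's quasi-likelihood test of the interaction, as neonatal minus EAE log2 fold change: Itgax 2.788, Spp1 2.608, Hpse 1.326, Fam20c 1.899, Nes -1.43, Vim 2.022, Csf1 1.452, Lgals1 1.632 and Adam19 3.935. Markers of other cell types, which the paper does not analyse, rose relative to adult microglia. For border macrophages, 3 of 8 rose in neonatal CD11c− and 8 in neonatal CD11c+ microglia, and for mature neurons 7 of 7 in neonatal CD11c+ microglia. For T and NK cells, 1, 2, 0 and 2 of 3 rose in neonatal CD11c−, neonatal CD11c+, EAE CD11c− and EAE CD11c+ microglia. In EAE CD11c− microglia 8 of 8 rose for blood monocytes and 9 of 9 for neutrophils. In EAE CD11c+ microglia 5 of 8 rose for blood monocytes.

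The border macrophage markers, higher in neonatal CD11c+ than in neonatal CD11c− microglia, may come from such macrophages inside the sort gate. The cells were gated as CD45dim CD11b+ and then by CD11c, and CCR2 sets them apart from blood cells but not from these macrophages. The CD45dim gate would leave out such macrophages if their CD45 is high, and their CD45 levels are not in the data. Of the 8 markers, 7 lay closer to the profile of the other markers over the 4 neonatal CD11c+ libraries than to a flat one, a pattern in line with a varying share of such cells; against it, the paper states from laminin staining that CD11c+ cells of neonates lay outside the perivascular space. With other normalizations 7 of the 8 stayed past both thresholds, but these moved the median gene by at most 0.000541 log2 units, and decide nothing; a scaling factor common to all genes of a library moves the markers and all other genes alike, and was excluded, since the median log2 fold change of the markers lay 3.263 above that of all other genes. Of the set of genes higher in neonatal CD11c+ than in both other groups, 56.65% lay closer to the border macrophage or the neuron profile than to a flat one. That was 45.89 points more than of uncalled genes of like level. Of the CD11c-associated genes, 4 of 20 lay closer to the border macrophage profile. For those with few counts, such as Gm26902 and Ccl5 at 0.539 and 0.909 CPM in neonatal CD11c+ microglia, the comparison cannot tell. For the better measured genes closer to a flat profile it argues against such macrophages as the main source, but not against a smaller share. A programme of CD11c+ microglia that varies between sorts would give the profile of the border macrophage markers too, so such macrophages and a programme both stay open.

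The neuroectodermal genes of neonatal CD11c+ microglia could come from RNA from neurons in the CD11c+ libraries: of the 8 members under 1 CPM in adult microglia, 6 lay closer to the profile of the neuron markers than to a flat one. Against whole neurons in the sort stands the gate on CD45 and CD11b, which neurons lack. As the main source of nestin and vimentin transcripts the explanation was excluded, since 0 of Nes and Vim lay closer to the neuron profile. Astrocyte and radial glia markers rose as well in neonatal CD11c+ against neonatal CD11c− microglia (6 of 9, 0 fell), and RNA from glia was not tested as a source. RNA that microglia took up with debris of neurons would give the same result as neurons in the sort. Transcription in the microglia themselves stays open for the genes at low levels. For Gfap, which is among them, the paper reports GFAP staining in IBA1-positive cells of the neonatal brain. Gfap had 3.079, 1.31, 1.638 and 4.459 CPM in neonatal CD11c+ libraries 13 to 16. The neuron markers stood at 1.368, 1.105, 0.9942 and 0.533 of their mean in these libraries.

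The neutrophil genes higher in EAE CD11c− than in EAE CD11c+ microglia may come from neutrophils in the CD11c− gate: 9 of 9 lay closer to the profile of the other members than to a flat one over the 3 libraries, and the levels are high, with S100a9 at 2832 ± 1038 CPM. Of the 12 genes higher in neonatal CD11c− than in both other groups, 11 lay closer to the neutrophil profile than to a flat one, a pattern in line with neutrophils or their precursors sorted with the CD11c− cells. Neutrophils carry CD11b, the marker of the gate. Against them stands the gate on CD45dim cells, by which the paper sets microglia apart from blood-derived leukocytes with high CD45. CD45 levels of these cells are not in the data, so the share of neutrophils is not known.

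Counts of called genes were set against splits of the same libraries that ignore the labels, with the labelled split included. For neonatal CD11c− vs adult microglia, 1 of 35 splits called as many genes higher (927, highest other 256) and 1 of 35 as many lower (804, highest other 151). For neonatal CD11c+ vs adult microglia it was 1 of 35 higher (1455, highest other 434) and 1 of 35 lower (978, highest other 144), and for neonatal CD11c+ vs neonatal CD11c− microglia 1 of 35 higher (398, highest other 0) and 1 of 35 lower (96, highest other 0). For neonatal CD11c+ vs EAE CD11c+ microglia it was 1 of 35 higher (905, highest other 562) and 1 of 35 lower (946, highest other 184), and for the neonatal mean vs the EAE mean 1 of 100 higher (865, highest other 394) and 1 of 100 lower (1109, highest other 259). Groups of 3 against 3 allow only 10 splits, too few for a share under 0.05: for EAE CD11c− vs adult the labelled split, 1 of 10, called 1027 higher and 276 lower, for EAE CD11c+ vs adult, 1 of 10, 1265 and 739, and for EAE CD11c+ vs EAE CD11c−, 1 of 10, 131 and 255, with 0 as the highest other in each. For the subset effect, neonatal minus EAE, 2 of 100 splits called as many higher (168, highest other 181). As many lower were called by 7 of 100 (12, highest other 125), so this lower count is no larger than splits against the labels give. A split that exchanges the subsets within a condition still holds a subset effect and can give a high count. Which splits gave the high counts is not shown here. For the 203 genes higher in neonatal CD11c+ than in both other groups it was 1 of 70 (highest other 12), for the 12 genes higher in neonatal CD11c− than in both other groups 2 of 70 (highest other 203, from the mirrored split), and for the 14 genes higher in CD11c+ than CD11c− in neonates and in EAE 1 of 100 (highest other 0).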

How the results depend on the processing

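Most counts of called genes depend mainly on the fold floor, and those with the fewest genes also on the test and on single libraries. For the subset effect, dropping the floor moved the higher count little, from 168 to 187. The test, the filter, the adjusted p and single libraries moved it more. No paired analysis was possible because the labels do not link libraries of a sort. Runs without libraries 1 and 17 were added after seeing the data; without them the log2 fold change of P2ry12, neonatal CD11c- vs adult, turned to -0.4065, and the cause was not tested. Of 131 gene set calls made at the preset correlation, 29 remained with an estimated correlation. With no fold floor the called genes were 1727 higher and 1574 lower in neonatal CD11c- vs adult, 2356 and 1995 in neonatal CD11c+ vs adult, 711 and 302 in neonatal CD11c+ vs neonatal CD11c-, 616 lower in EAE CD11c- vs adult, 1974 higher and 1448 lower in EAE CD11c+ vs adult, 217 higher in EAE CD11c+ vs EAE CD11c-, 1563 and 1647 in neonatal CD11c+ vs EAE CD11c+, and 2206 and 2271 in the neonatal mean vs the EAE mean. With a fold floor of 1.5 they were 485 lower in neonatal CD11c- vs adult, 567 lower in neonatal CD11c+ vs adult, 257 higher and 63 lower in neonatal CD11c+ vs neonatal CD11c-, 134 lower in EAE CD11c- vs adult, 426 lower in EAE CD11c+ vs adult, 66 higher in EAE CD11c+ vs EAE CD11c-, 569 higher in the neonatal mean vs the EAE mean, and 4 lower in the subset effect. At an adjusted p of 0.05 there were 154 lower in neonatal CD11c+ vs neonatal CD11c-, 462 lower in EAE CD11c- vs adult, and 285 higher and 43 lower in the subset effect. The likelihood ratio test gave 145 lower in neonatal CD11c+ vs neonatal CD11c- and 291 higher and 37 lower in the subset effect; the DESeq2 Wald test 272 and 33 and no filter beyond 1 count 267 and 28 in the subset effect; voom with quality weights 464 lower in EAE CD11c- vs adult and 20 lower in the subset effect. A fit of only the groups compared gave 58 lower in neonatal CD11c+ vs neonatal CD11c-, 71 higher in EAE CD11c+ vs EAE CD11c- and 5 lower in the subset effect. With each library left out in turn, the lower genes of EAE CD11c- vs adult ranged from 136 to 265, EAE CD11c+ vs EAE CD11c- from 70 to 117 higher and 165 to 234 lower, and the subset effect from 90 to 177 higher and 4 to 14 lower. The sets ranged from 154 to 220 (higher in neonatal CD11c+), 10 to 13 (higher in neonatal CD11c−) and 11 to 14 (shared by the CD11c+ subsets), the genes lower in all 4 groups than in adult microglia from 53 to 125 (96 in the main run, 178 with voom), and those lower in EAE and higher in neonates from 3 to 7 (5 in the main run). Without neonatal CD11c+ library 16 the immediate early and stress genes lower than in adult microglia were 18, 18, 15 and 17 of 19, against 17, 8, 3 and 7, in neonatal CD11c−, neonatal CD11c+, EAE CD11c− and EAE CD11c+ microglia.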

Differences from the paper's values

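The comparisons and thresholds below were fixed before the data were examined, apart from the runs said to be added. The paper gives 641 genes increased and 163 decreased in neonatal CD11c+ against neonatal CD11c− microglia, where 398 and 96 were called here. Its text states neither a fold floor nor a false discovery rate for these counts. Of the alternatives set beforehand, the higher count lay within 1.5-fold of the paper's with DESeq2 (439), the likelihood ratio test (519), no filter beyond 1 count (503), an adjusted p of 0.05 (549) and no fold floor (711), and the lower count with DESeq2 (119), the likelihood ratio test (145), no filter (127) and an adjusted p of 0.05 (154). The others were further off: RLE size factors (400 and 96), voom (425 and 106), filterByExpr (398 and 93), mitochondrial genes left out (398 and 96), only the groups compared (312 and 58), a fold floor of 1.5 (257 and 63), and no fold floor for the lower count (302).

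The paper writes that 4 markers and 9 signature genes were similarly expressed in all groups as in adult microglia. Here 5 of the 9 signature genes were lower in both neonatal groups and in EAE CD11c+ microglia and 4 in EAE CD11c− microglia, Tmem119 by a log2 fold change of -2.82 (SE 0.20) in neonatal CD11c+ microglia, and Cx3cr1 was lower in all 4 groups. Of the 20 genes the paper associates with CD11c+ microglia, 14 pass both thresholds in both conditions and 6 (Ccl5, Ak4, Mmp12, Ntn1, Gm26902 and Stra6l) do not; the likelihood ratio test calls all 20, DESeq2 17, no filter 16, and an adjusted p of 0.05 18, while voom calls 12, only the groups compared 10, and single libraries left out 10 to 14. Of the genes named for neonatal CD11c+ microglia, Sema7a, Plxna2, Ptn and Mmp24 did not pass against neonatal CD11c− microglia. The paper reports similar nestin transcript levels in both neonatal subsets by PCR, and lower ones in adult microglia. Here Nes was lower in neonatal CD11c+ than in neonatal CD11c− microglia (-0.67 (SE 0.15)), and higher in both than in adult microglia.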

Other observations

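Igf1 was higher in neonatal CD11c+ than in EAE CD11c+ microglia, 478 ± 69.7 against 12.5 ± 8.98 CPM (log2 fold change 5.29 (SE 0.38), adjusted p = 3.6e-09 in edgeR's quasi-likelihood test, n = 4 and 3; the EAE CD11c+ libraries had 22.59 in library 1, which stands apart, 9.402 and 5.429), and Lgals1, the galectin-1 gene, was 80.2 ± 15.0 against 21.8 ± 5.03 CPM (1.88 (SE 0.19), adjusted p = 4.1e-07). Fam20c, a kinase of secreted proteins, had a CD11c+ effect of 3.94 (SE 0.19) in neonates and 2.05 (SE 0.20) in EAE. In the neonatal subsets 8 of 16 glycolysis genes were higher in CD11c+ than in CD11c− microglia (11 over the list alone), among them Tpi1 (1.27 (SE 0.14)) and Pkm (0.83 (SE 0.11)), with camera adjusted p = 5.5e-10 (adjusted p = 0.094 with an estimated correlation).

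Markers of further cell types changed relative to adult microglia too, given here for neonatal CD11c−, neonatal CD11c+, EAE CD11c− and EAE CD11c+ microglia in turn. Of 8 oligodendrocyte genes, 0, 4, 0, 0 rose and 2, 1, 0, 0 fell; of 9 astrocyte genes, 1, 3, 1, 1 rose and 3, 1, 0, 0 fell. Of 6 choroid plexus genes, 0 rose and 3, 2, 3, 6 fell, from a sum of 869 CPM in adult to 128 CPM in EAE CD11c+ microglia. Of 6 endothelial genes, 1, 3, 1, 2 rose and 1, 3, 1, 2 fell; of 7 dendritic cell genes, 1, 1, 0, 1 rose and 1, 2, 0, 0 fell; of 2 B cell genes, 1, 1, 0, 0 rose; and of 4 cerebellar granule neuron genes, 1, 3, 0, 0 rose. Of 7 mitochondrially encoded genes, 4, 0, 0, 1 rose, and 7, 7, 1, 7 without libraries 1 and 17, whose deviations from their groups correlate at 0.689 across 8835 genes, which are not independent replicates. Over the lists alone the higher counts were 0, 5, 0, 0; 1, 3, 1, 1; 1, 3, 1, 2; 1, 1, 0, 1; 1, 1, 0, 0; 1, 4, 0, 0; 7, 0, 0, 0 for oligodendrocyte, astrocyte, endothelial, dendritic cell, B cell, cerebellar and mitochondrial genes.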
